# The downregulation of type I IFN signaling in G-MDSCs under tumor conditions promotes their development towards an immunosuppressive phenotype

**DOI:** 10.1038/s41419-021-04487-w

**Published:** 2022-01-10

**Authors:** Yingying Sun, Xiaoqing Han, Chao Shang, Yawei Wang, Boya Xu, Shu Jiang, Yan Mo, Dake Wang, Yueshuang Ke, Xianlu Zeng

**Keywords:** Cancer, Immune evasion

## Abstract

Tumors modify myeloid cell differentiation and induce an immunosuppressive microenvironment. Granulocytic myeloid-derived suppressor cells (G-MDSCs), the main subgroup of myeloid-derived suppressor cells (MDSCs), are immature myeloid cells (IMCs) with immunosuppressive activity and exist in tumor-bearing hosts. The reason why these cells diverge from a normal differentiation pathway and are shaped into immunosuppressive cells remains unclear. Here, we reported that the increase of granulocyte colony-stimulating factor (G-CSF) in mouse serum with tumor progression encouraged G-MDSCs to obtain immunosuppressive traits in peripheral blood through the PI3K-Akt/mTOR pathway. Importantly, we found that downregulation of type I interferon (IFN-I) signaling in G-MDSCs was a prerequisite for their immunosuppressive effects. Suppressor of cytokine signaling (SOCS1), the action of which is dependent on IFN-I signaling, inhibited the activation of the PI3K-Akt/mTOR pathway by directly interacting with Akt, indicating that the differentiation of immunosuppressive G-MDSCs involves a transition from immune activation to immune tolerance. Our study suggests that increasing IFN-I signaling in G-MDSCs may be a strategy for reprograming immunosuppressive myelopoiesis and slowing tumor progression.

## Introduction

Avoiding immune destruction is an important characteristic of cancer cells [1]. Tumor conditions can induce the generation of multiple immunosuppressive cells (regulatory T cells (Tregs), tumor-associated macrophages, myeloid-derived suppressor cells (MDSCs), etc.) [2]. MDSCs have a phenotype like that of immature myeloid cells (IMCs). Under physiological conditions, IMCs differentiate into dendritic cells, macrophages, and granulocytes. However, MDSCs can abnormally accumulate under chronic inflammatory conditions, cancer, or autoimmunity [3]. MDSCs have been shown to inhibit antitumor immunity [4]. Upregulation of immunosuppressive molecules (such as Arg1, iNOS, and TGF-β) in MDSCs leads to suppression of T-cell proliferation and function [5]. MDSCs can also secrete some cytokines to promote tumor cells survival, proliferation and metastasis [6, 7].

In cancer, MDSC expansion and differentiation are associated with cytokines secreted by tumor cells and tumor stroma cells [8–10]. Proinflammatory mediators, such as IL-1β, IL-6, and PGE2, affect the normal differentiation of IMCs and regulate MDSC accumulation [11]. MDSCs consist of two populations: monocytic MDSCs (mo-MDSCs as CD11b+Ly6ChiLy6G–) and granulocytic MDSCs (G-MDSCs as CD11b+Ly6CloLy6G+) in mice [6]. The proportions of the two MDSC subtypes are different, and ~70–80% are G-MDSCs [12–15]. One more important point is that G-MDSCs are generally much more prevalent than mo-MDSCs in cancer [16].

Type I interferon (IFN-I) is the central antiviral cytokine that transmits signals through the widely expressed IFNAR receptor (consisting of two subunits, IFNAR1 and IFNAR2) [17]. IFN-I can induce the expression of genes called interferon-stimulated genes (ISGs). ISGs exert antiviral effects via their immunomodulatory properties or by directly interfering with viral replication [18]. Moreover, IFN-I promotes immune maturation and differentiation from an innate to an adaptive immune response [19]. Recent work showed that immunosuppressive activity of MDSCs in cancer required inactivation of IFN-I pathway [20]. Although it has been reported that downregulation of IFN-I signaling is closely related to tumor development [21–24], little is known about the mechanisms between IFN-I signaling in MDSCs and their immunosuppressive activity.

Although the function of MDSCs has been clearly studied, the development of MDSCs under tumor conditions remains to be elucidated. In fact, where and how IMCs differentiate into MDSCs are not known in detail [25, 26]. Here, we sought to clarify the process by which G-MDSCs, the main subgroup of MDSCs, obtain immunosuppressive functions and explore the mechanism of their functional transformation with tumor progression. We reported that the immunosuppressive functions of G-MDSCs were first obtained in the peripheral blood of tumor-bearing mice. Upregulated G-CSF in the serum was involved in the acquisition of immunosuppressive functions by G-MDSCs via PI3K-Akt/mTOR pathway. Most importantly, the downregulation of IFN-I signaling in G-MDSCs led to the activation of the PI3K-Akt/mTOR pathway, and SOCS1 which is dependented on IFN-I signaling regulated the PI3K-Akt/mTOR pathway via direct binding of Akt. These results indicate that the downregulation of IFN-I signaling in G-MDSCs is necessary to obtain immunosuppressive function, suggesting that upregulation of IFN-I signaling may attenuate tumor progression.

## Results

### G-MDSCs are activated in peripheral blood during tumor progression

To address that abnormal amplification and activation of G-MDSCs under tumor conditions, B16F10 melanoma cells were injected subcutaneously into mice. The number of G-MDSCs was examined by flow cytometry (Fig. 1A). With tumor progression, G-MDSCs accumulated in bone marrow and peripheral blood (Fig. 1B, C and Supplementary Fig. 1A). To determine whether G-MDSCs have an immunosuppressive function in the early stage of development, the immunosuppressive activity of bone marrow G-MDSCs was examined. The results showed that the expression of the immunosuppressive genes Arg1 and TGFβ in bone marrow G-MDSCs did not change with tumor progression (Supplementary Fig. 1B). Moreover, bone marrow G-MDSCs showed no inhibition of CD8+ T-cell proliferation (Supplementary Fig. 1C). These results suggest that bone marrow G-MDSCs have no immunosuppressive function, which means that bona fide G-MDSCs require further activation.

**Fig. 1:**
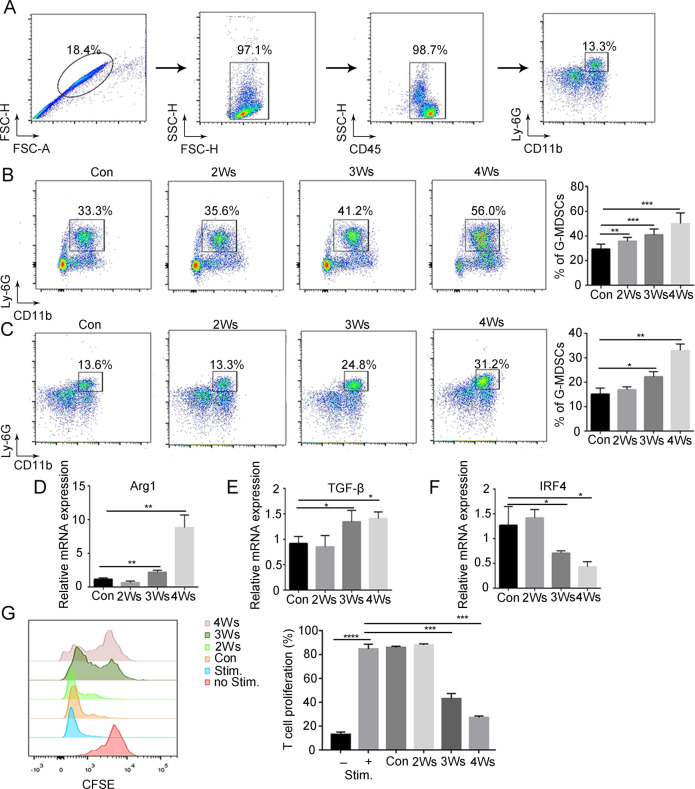
G-MDSCs are activated in peripheral blood during tumor progression. **A** Flow cytometry (FCM) showing G-MDSCs (CD45+CD11b+Ly6G+). The proportion of G-MDSCs in bone marrow (**B**) and peripheral blood (**C**) taken from mice after different durations of tumor bearing was analyzed by FCM (*n* = 6). **D**–**F** The expression levels of the Arg1, TGF-β, and IRF4 genes in G-MDSCs in peripheral blood taken from mice after different durations of tumor bearing were analyzed by Q-PCR (*n* = 4). **G** The proliferation of T cells after coculture with G-MDSCs from peripheral blood taken from mice after different durations of tumor bearing was analyzed by FCM (*n* = 4). Results are mean ± SD. Unpaired *t-*test was used to determine significance (*p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001).

Next, the immunosuppressive activity of peripheral blood G-MDSCs was examined. The expression of Arg1 and TGF-β in peripheral blood G-MDSCs began to significantly increase after 3 weeks of tumor bearing (Fig. 1D, E). IRF4 negatively regulates the immunosuppressive function of MDSCs [27] and IRF4 in peripheral blood G-MDSCs was significantly decreased after 3 weeks of tumor bearing (Fig. 1F). Then we found that peripheral blood G-MDSCs of mice bearing tumors for 3 weeks significantly inhibited T-cell proliferation (Fig. 1G), indicating that G-MDSCs acquire immunosuppressive functions in the peripheral blood. CXCR2 and CD101 can be used as markers for the maturity of polymorphonuclear cells [28]. Our results showed that the expression of CXCR2 and CD101 in peripheral blood G-MDSCs of tumor-bearing mice was reduced (Supplementary Fig. 1D, E). This result indicates that peripheral blood G-MDSCs are in an immature stage.

### Accumulation of G-MDSCs with immunosuppressive functions promotes tumor growth and metastasis

Polymorphonuclear cells are considered to be short-lived cells [29]. We found that the apoptosis of peripheral blood G-MDSCs was decreased under tumor conditions (Fig. 2A), thus contributing to G-MDSC activity. The tumor tissue is the final location in which G-MDSCs exert immunosuppressive functions [30]. We confirmed that G-MDSCs could be recruited into tumor tissue (Fig. 2B). To detect the effect of G-MDSCs on tumor growth and metastasis, peripheral blood G-MDSCs of normal mice or mice bearing tumors for 3 weeks were injected into mice by tail vein (Fig. 2C). In the group of mice injected with peripheral blood G-MDSCs of mice bearing tumors for 3 weeks, the number of G-MDSCs in peripheral blood and tumor tissue was significantly higher than that in other groups (Fig. 2D, E and Supplementary Fig. 2A), and a significant increase in tumor growth was observed (Fig. 2F). G-MDSCs with immunosuppressive functions also promoted tumor cells metastasis to the lung (Fig. 2G, H). After G-MDSCs were depleted by anti-GR1 antibody (Fig. 2I, J, L and Supplementary Fig. 2B), tumor growth and metastasis were inhibited (Fig. 2K, M). Overall, these results indicate that immunosuppressive G-MDSCs promote tumor growth and metastasis.

**Fig. 2:**
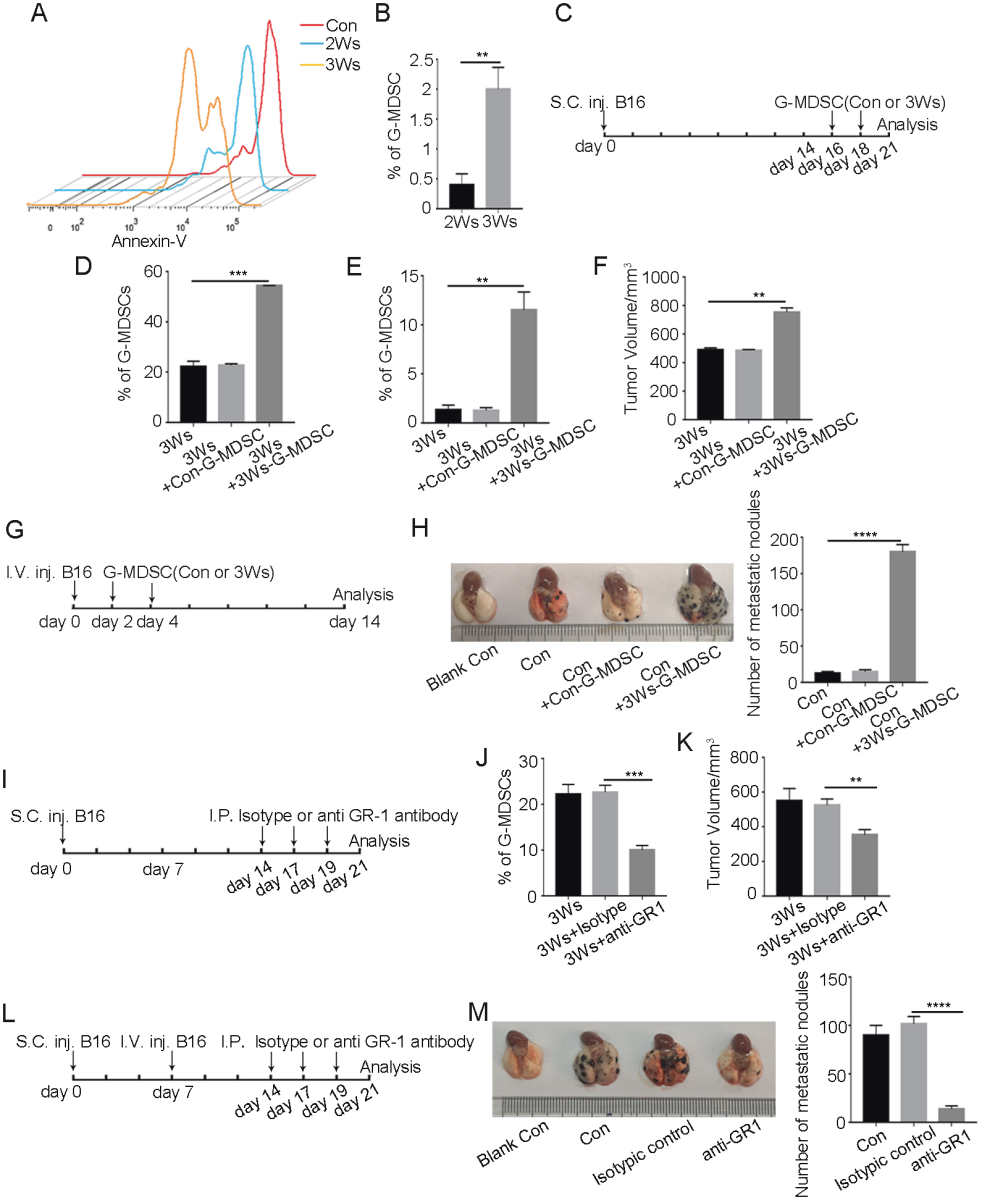
G-MDSCs with immunosuppressive functions promote tumor growth and metastasis. **A** Annexin-V expression in G-MDSCs in peripheral blood taken from mice after different durations of tumor bearing was assessed by FCM. **B** The proportion of G-MDSCs in tumor tissue taken from mice bearing tumors for 2 or 3 weeks was analyzed by FCM (*n* = 3). **C**, **G** Schematic depiction of the experimental protocol for infusion of mice with either G-MDSCs from the peripheral blood of normal mice (Con-G-MDSCs) or G-MDSCs from mice bearing tumors for 3 weeks (3Ws-G-MDSCs). Tumor-bearing mice were infused with either Con-G-MDSCs or 3Ws-G-MDSCs at the indicated time, and the proportions of G-MDSCs in peripheral blood (**D**) and tumor tissue (**E**) were analyzed by FCM (*n* = 4). **F** Tumor volume was measured after the tumor-bearing mice received either Con-G-MDSCs or 3Ws-G-MDSCs at the indicated time (*n* = 4). **H** The number of metastatic foci was detected after intravenous injection of B16F10 cells and infused with either Con-G-MDSCs or 3Ws-G-MDSCs (*n* = 4). **I**, **L** Schematic depiction of the experimental design. B16F10 cells were injected into mice through the tail vein, and the mice were treated with an anti-GR1 antibody (200 μg/I.P.) every 3 days. On day 21, lung metastasis was analyzed. **J** The proportion of G-MDSCs in peripheral blood was detected after anti-GR1 antibody treatment (*n* = 3). **K** Tumor volume was measured after anti-GR1 antibody treatment (*n* = 4). **M** The number of metastatic foci was detected after anti-GR1 antibody treatment (*n* = 4). Results are mean ± SD. Unpaired *t-*test was used to determine significance (**p < 0.01, ***p < 0.001 and ****p < 0.0001).

### Activation of the PI3K-Akt/mTOR pathway is related to the expression of immunosuppressive gene

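Peripheral blood G-MDSCs were profiled by RNA-seq as 3 libraries: 1 from normal mice, 1 from mice that had borne B16F10 tumors for 2 weeks (2Ws) and 1 from mice that had borne them for 3 weeks (3Ws). B16F10 is a melanoma line of C57BL/6 mice that grows after transplantation. The sample descriptions give the cells as positive for CD11b and Gr1, and the paper's methods separate G-MDSCs with an antibody to Ly6G on magnetic columns, at a high stated purity. Some sample labels give the 2 tumor times in months where the paper and the sample descriptions give weeks, and the weeks are used here. The paper's text does not state how many mice stand behind each library. The authors aligned the reads to the GRCm38 mouse genome with HISAT2 2.1.0, named Bowtie2 2.2.3 for the index, and gave each gene as FPKM, a fragment count scaled to transcript length and sequencing depth. The annotation release and the use of strand are not given in the sources used here, so reads of overlapping antisense genes cannot be told apart. The values cover 26655 Ensembl genes, of which 26565 were named through GENCODE M21, an annotation of GRCm38. An FPKM value times the exon length of its gene gave a whole number of reads, to within 0.001, in all 3 libraries for 20743 of the 23378 genes above 0 in any of them (88.7%). For genes without whole reads, read numbers and intervals are approximate. By these steps the depth was 17325747 reads in normal mice, 16549246 at 2Ws and 17075753 at 3Ws. At least 1 FPKM was reached by 10734, 10774 and 9579 genes, respectively. Each comparison used the log2 ratio of FPKM plus a pseudocount of 1, which understates the change of genes with low values. A gene was counted as higher or lower when it reached 1 FPKM in 1 of the compared libraries and its ratio was at least 2-fold. The median log2 ratio of all genes expressed in both libraries was close to 0 at 2Ws, −0.18 at 3Ws against normal mice and −0.16 at 3Ws against 2Ws, so values at 3Ws are to be read against that shift. Gene lists, other than those of peritoneal and other macrophage genes, were fixed before the data were examined, and the median of each of these lists was placed among the medians of 10000 random lists of equal size and similar mean expression. The interval of a list's median covers the spread over its genes, which are not replicates. There is no replicate of any condition, so the differences have no replicate check and no p-value is given between conditions. Intervals of single genes are exact Clopper-Pearson 95% intervals of the read numbers and cover counting error only.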

To explore the nature of IMC differentiation into immunosuppressive G-MDSCs, transcriptome sequencing was performed. The purity of separated G-MDSCs was detected (Supplementary Fig. 3A). 

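At 3Ws, the genes with the largest increase over normal mice in blood G-MDSCs included Prok2, Prnp, Nos2, Ggt1, Lipg and Stfa2. Prok2 encodes prokineticin 2, a secreted protein of myeloid cells, and lies on chromosome 6 from 99711299 to 99726392 of GRCm38. It had 2.32 FPKM in normal mice, 7.44 at 2Ws and 48.2 at 3Ws, and was 20.8-fold higher (95% interval 16.5 to 26.5) at 3Ws than in normal mice. Nos2, the inducible nitric oxide synthase on chromosome 11 from 78920787 to 78960254, had 1 read in normal mice, 39 at 2Ws and 763 at 3Ws, a 774-fold difference whose 95% interval ran from 139 to 30618. Prnp, the prion protein gene, was 20.7-fold higher (95% interval 15.4 to 28.6), and Ggt1, an enzyme of glutathione breakdown, was 18.3-fold higher (95% interval 14.1 to 24.1). Lipg, the endothelial lipase gene, had 1.49 FPKM in normal mice, 1.12 at 2Ws and 46.8 at 3Ws. Stfa2, a cysteine protease inhibitor of a family of near-identical genes that may share reads, had 5.87, 16.3 and 56.6 FPKM. Il1r2, the decoy receptor of interleukin 1, was among the genes with the largest increase from 2Ws to 3Ws, with 81.8 FPKM at 2Ws and 543 at 3Ws. At 2Ws it was lower than in normal mice. Among the genes lowest at 3Ws were Cd209a, a lectin of dendritic cells, with a log2 ratio of −3.18, Timd4, a receptor of resident macrophages, with −2.61, and Retnla and Ms4a4c with −2.67 and −2.63. CT010467.1, annotated as ribosomal RNA, had 506, 81.1 and 52.6 FPKM in the 3 libraries, and Lars2, a mitochondrial leucyl-tRNA synthetase gene, had 34.1, 6.25 and 4.86 FPKM. Of the 12 genes with the highest ratio at 2Ws, 11 had under 50 reads in both libraries, and the remaining gene was Xist.
Genes of other blood cells also differed between the libraries. The median log2 ratio of the B cell markers was 0.38 (95% interval 0.30 to 0.49) at 2Ws and −1.68 (95% interval −2.06 to −1.41) at 3Ws. MHC class II genes, which present antigen, had −0.35 and −1.99, monocyte and macrophage markers −0.32 and −1.29, and platelet markers 0.36 and −1.13. Dendritic cell, eosinophil, and basophil and mast cell markers had medians of −0.80, −1.15 and −0.94 at 3Ws, the last 2 with intervals that include 0. The T cell marker median of −0.29 at 3Ws, over 5 genes that ranged from −1.31 to 0.20, lay at percentile 71.2 of the random lists. The NK cell marker median was 0.49 (95% interval −0.62 to 0.88) at 3Ws, with none of 7 genes higher by 2-fold, and the erythroid one 1.96 (95% interval −0.15 to 2.18), over 6 genes, 4 of them hemoglobin genes whose copies may share reads. The neutrophil identity genes had 0.01 at 2Ws and 0.06 at 3Ws. Xist, which is transcribed from the inactive X chromosome of females, had 24.7 FPKM at 2Ws, 0.00966 in normal mice and 0 at 3Ws, whereas the Y-linked gene Ddx3y had 19.9 FPKM in normal mice, 0 at 2Ws and 23.1 at 3Ws.

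**Figure D1:**
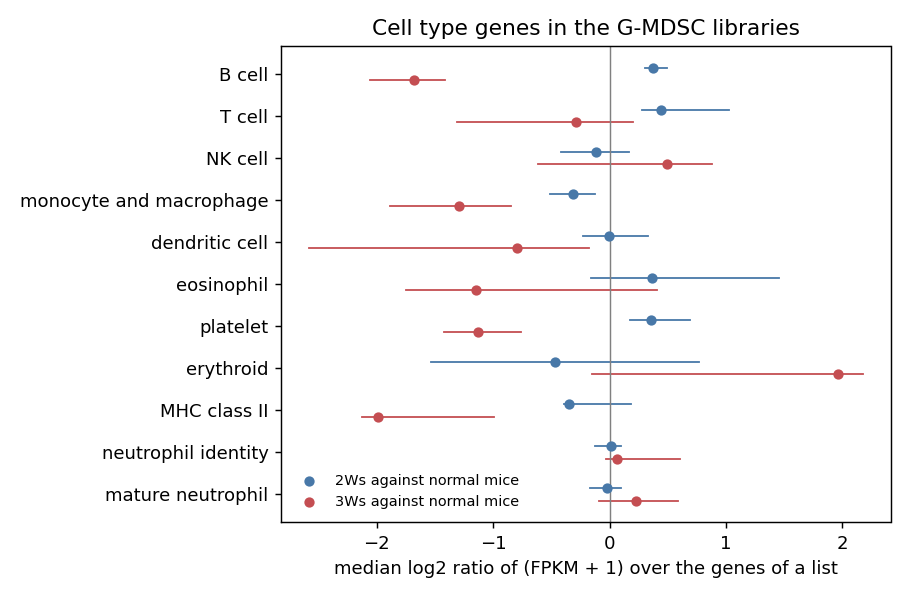
Median log2 ratio of (FPKM + 1) against normal mice over the genes of 11 lists, at 2Ws in blue and at 3Ws in red, with 1 library per condition. Lines are 95% intervals over the genes of a list, and the range of the genes for T cell markers at 3Ws. The B cell point lies at 0.38 at 2Ws and at −1.68 at 3Ws.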

Differential expression analysis of the sequencing data revealed the gene expression patterns of peripheral blood G-MDSCs from tumor-bearing mice at different stages. With tumor progression, the number of genes that changed in G-MDSCs gradually increased (Fig. 3A). 

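At 2Ws, 145 genes were at least 2-fold higher and 137 at least 2-fold lower than in normal mice, of 11269 genes compared. At 3Ws, 289 genes were higher and 876 lower, of 11103. Between 2Ws and 3Ws, 222 genes were higher and 820 lower, of 11119. Most of the genes counted at 2Ws had few reads: 130 of the 145 higher and 94 of the 137 lower genes had under 50 reads in both libraries, and 15 and 41 were protein-coding. At 3Ws, 135 of the higher and 648 of the lower genes were protein-coding. Of the 876 lower genes at 3Ws, 66 were on the lists of other blood cell types or of MHC class II genes, and 5 of the 137 at 2Ws. These lists are short, and genes of such cells outside the lists are not in these counts. At 3Ws, 20 of 22 measured B cell markers and 18 of 27 monocyte and macrophage markers were lower, but none of 7 NK cell or 6 erythroid markers. Marco, a scavenger receptor gene of macrophages that was not on those lists and was lower at 2Ws, had 78.4 FPKM in normal mice, 16.9 at 2Ws and 41.8 at 3Ws. Cd74, the invariant chain of MHC class II, had 530.2, 417 and 110.4 FPKM in the 3 libraries. Of the higher genes at 3Ws, Wfdc17, a protease inhibitor gene of myeloid cells, had 472, 708 and 2362 FPKM.
Higher genes made up 24.8% of the changed genes at 3Ws, and 42.9% (416 higher and 553 lower) when all ratios were centred on their median. For 3Ws against 2Ws, centring moved the share of higher genes from 21.3% to 35.2%, with 301 higher and 554 lower. An exact binomial test on the reads of the genes with whole reads (Benjamini-Hochberg adjusted p under 0.05 and at least 2-fold), which compares libraries and not conditions, gave 38 higher and 50 lower genes at 2Ws and 182 and 676 at 3Ws. In simulated libraries with the depths of normal mice and 2Ws, 100 of 10898 unchanged genes passed the 2-fold rule by counting error, and none passed the test on reads. Counting error was the only variation simulated, which is what the test on reads assumes, so that result follows from the setting. Differences between mice or preparations were not simulated, so false calls between conditions are not measured.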

Kyoto Encyclopedia of Genes and Genomes pathway analysis performed on RNA-seq data revealed an enrichment of the PI3K-Akt pathway in immunosppressive G-MDSCs (Fig. 3B). 

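No core gene of the PI3K-Akt/mTOR pathway was at least 2-fold higher or lower at 3Ws than in normal mice, of 34 measured. Akt1, which encodes the kinase Akt, had 111 FPKM in normal mice, 105 at 2Ws and 98.4 at 3Ws, and Mtor had 3.80, 3.50 and 3.06 FPKM. Pik3cd, the catalytic PI3K subunit most abundant in leukocytes, had 133, 131 and 129 FPKM. The core list's median log2 ratio at 3Ws was −0.10, and 0.08 after centring on the median of all genes.
Among 44 measured receptors, ligands and matrix genes placed upstream of PI3K, 3 were higher at 3Ws and 10 lower. The higher genes were Kit, the receptor of stem cell factor, Il4ra, the interleukin 4 receptor chain linked to MDSC function, and the cytokine gene Osm. Kit, on chromosome 5 from 75574916 to 75656722, had 0.725 FPKM in normal mice, 0.841 at 2Ws and 7.08 at 3Ws, and was 9.77-fold higher (95% interval 8.03 to 12.0). Il4ra had 52.9, 54.7 and 136 FPKM in the 3 libraries, and Osm was 2.22-fold higher (95% interval 2.06 to 2.39). The lower genes included Itga6, Fn1, Thbs1, Lpar5, Fgfr1, Itgb7, Itgb3, Il3ra and Il2rg. Fn1, the fibronectin gene, had 269, 270.3 and 97.6 FPKM, and Thbs1, the thrombospondin gene of platelets, was 2.78-fold lower (95% interval 2.63 to 2.92). Fn1, Thbs1 and Itgb3 were also on the lists of monocyte or platelet markers. Without the members shared with other lists, 1 upstream gene was higher and 6 were lower. At 2Ws, none of the core or upstream genes was at least 2-fold higher or lower.
Random lists of the upstream list's size had a median of 4 lower genes at 3Ws, and all but the highest 2.5% of them had up to 8. The corresponding numbers of higher genes were 1 and 4. KEGG's own gene sets were not used here.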

PI3K-Akt signaling regulates metabolism, growth and survival through mammalian target of rapamycin (mTOR), and it has also been recognized that the PI3K-Akt/mTOR pathway has broad roles in immune cells [31, 32]. Indeed, we observed that the phosphorylation of Akt and mTOR was upregulated in immunosppressive G-MDSCs (Fig. 3C). mTOR can further activate Stat3, which plays an important role in immunosuppression [33–35], suggesting that the PI3K-Akt/mTOR pathway is likely a driver of G-MDSC function. We next examined the effect of inhibitors (an mTOR inhibitor, rapamycin, and a Stat3 inhibitor, stattic) on G-MDSCs in vivo, and the results showed that the percentage of G-MDSCs in peripheral blood and the expression of Arg1 both decreased after injecting rapamycin (Fig. 3D–F and Supplementary Fig. 3B). Taken together, these results indicate that the PI3K-Akt/mTOR pathway promotes G-MDSCs to obtain immunosuppressive function.

**Fig. 3:**
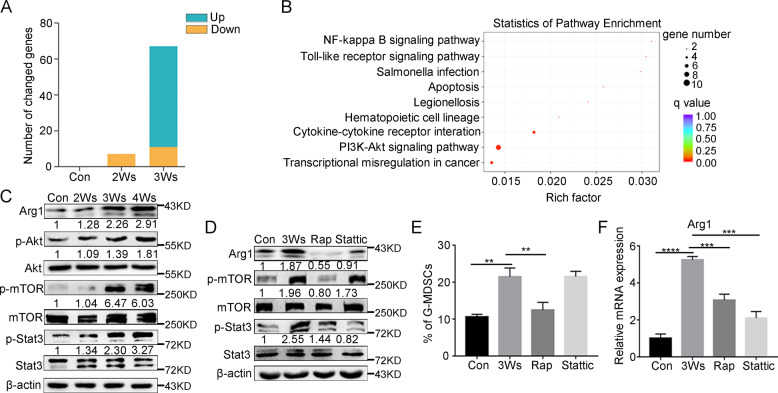
Activation of the PI3K-Akt/mTOR pathway in G-MDSCs is related to the expression of immunosuppressive gene. **A** Number of genes that changed in G-MDSCs in peripheral blood taken from tumor-bearing mice compared to normal mice at different time points. **B** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of G-MDSCs in peripheral blood taken from mice bearing tumors for different durations based on differentially expressed genes. **C** The expression of Akt, p-Akt, mTOR, p-mTOR, Stat3, and p-Stat3 in G-MDSCs in peripheral blood taken from mice bearing tumors for different durations was analyzed by western blot. **D** The expression of mTOR, p-mTOR, Stat3, and p-Stat3 in G-MDSCs in peripheral blood taken from mice bearing tumors for 3 weeks was detected by western blot after injection of rapamycin (5 mg/kg) and stattic (4 mg/kg) into the tumor-bearing mice. **E** The proportion of G-MDSCs in peripheral blood was analyzed by FCM. The mice were treated as described in **D** (*n* = 3). **F** The expression of Arg1 was detected by Q-PCR. The mice were treated as described in **D** (*n* = 3). Results are mean ± SD. Unpaired *t-*test was used to determine significance (**p < 0.01, ***p < 0.001, and ****p < 0.0001).

### IFN-I signaling is inhibited as G-MDSCs differentiate toward an immunosuppressive phenotype

IFN-I has a pivotal role in promoting antitumor responses, and IFN-I signaling is essential for antiviral and immunoregulatory actions via induction of ISGs [36, 37]. The transcriptome sequencing results showed that ISGs were significantly downregulated during G-MDSCs differentiation. 

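ISGs were lower as a group in G-MDSCs at 3Ws. Of 72 measured ISGs, 27 were at least 2-fold lower than in normal mice, none was at least 2-fold higher, and 69 had a ratio below 1. The lower genes included Isg15, a ubiquitin-like protein induced by interferon, Irf7, the transcription factor that amplifies IFN-I responses, and the antiviral genes Mx1 and Bst2. Isg15, on chromosome 4 from 156199424 to 156200818 of GRCm38, had 205 FPKM in normal mice, 78.9 at 2Ws and 66.5 at 3Ws, and was 3.09-fold lower (95% interval 2.86 to 3.34) at 3Ws. Irf7 was 2.88-fold lower (95% interval 2.77 to 2.99), with 152, 72.3 and 52.8 FPKM in the 3 libraries. Bst2, which tethers virus particles to the cell, was 4.55-fold lower (95% interval 3.63 to 5.77), and Cmpk2, a nucleotide kinase gene next to Rsad2, 3.42-fold lower (95% interval 3.23 to 3.62). Mx1, with approximate read numbers, had 9.80, 4.24 and 1.30 FPKM. Other ISGs differed by less than 2-fold between the libraries. Oas1a, a sensor of double-stranded RNA, had 49.6, 48.2 and 49.2 FPKM, and Trim30a, which restrains Toll-like receptor signaling, had 279.6, 234 and 354 FPKM.
The median log2 ratio of the ISGs at 3Ws was −0.86 (95% interval −0.97 to −0.66), and −0.68 after centring on the median of all genes. It lay below the medians of all 10000 random lists, here and under every alternative setting tried. Monocyte and macrophage markers were lower in the same library: 18 of 27 were at least 2-fold lower at 3Ws. CT010467.1, annotated as ribosomal RNA, was also lower, with a log2 ratio of −3.24. From the transcriptome sequencing, the paper states that ISG expression went down as G-MDSCs differentiated.

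**Figure D2:**
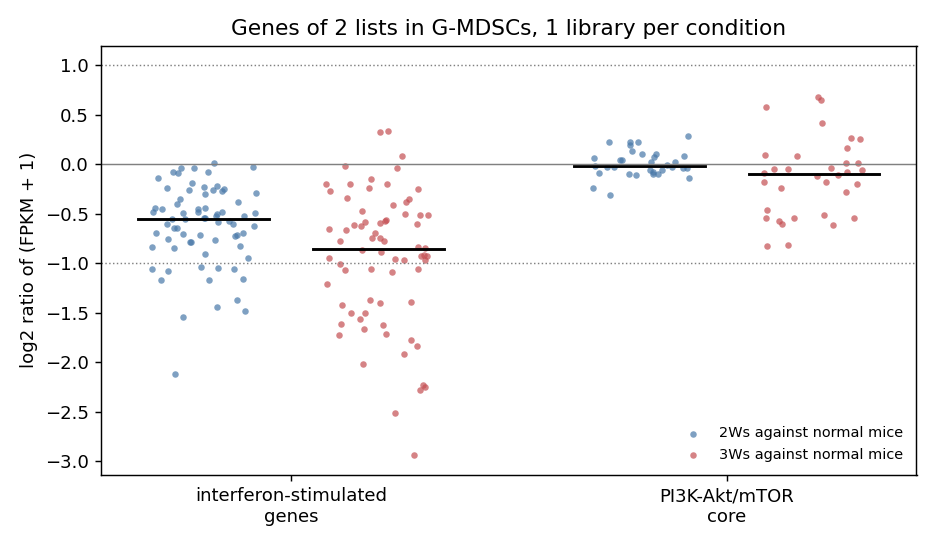
Log2 ratio of (FPKM + 1) against normal mice for each measured gene of 2 lists, ISGs and PI3K-Akt/mTOR core genes, at 2Ws in blue and at 3Ws in red, with 1 library per condition. Each point is a gene, black bars are list medians and dotted lines mark 2-fold; the ISG median lies at −0.86 at 3Ws, with 69 of 72 genes below 0.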

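Among the genes that were at least 2-fold lower in G-MDSCs of tumor-bearing mice, ISGs were over-represented. They made up 13 of the 137 lower genes at 2Ws (9.49%), against 0.639% of all genes compared, and 8 of 119 with values relative to Actb. At 3Ws they made up 27 of the 876 lower genes (3.08%). The ISGs of the paper's heatmap (Ifit1, Ifit2, Ifit3, Ifit3b, Ifit1bl1 and Rsad2) are on the ISG list and among the lower genes at both times. The paper chose them from these same libraries, so these shares are not independent of that choice. The 13 ISGs at 2Ws included Oasl1 and Ifi47 beside the Ifit genes. Oasl1, which restrains translation of Irf7, was 2.29-fold lower (95% interval 2.16 to 2.43) at 2Ws, and Ifi47, a guanosine triphosphatase induced by interferon, was 2.31-fold lower (95% interval 2.12 to 2.51). Slfn5, of the Schlafen family, was 2.08-fold lower (95% interval 2.02 to 2.14). When only protein-coding genes with at least 50 reads were kept, a setting chosen after the data were seen, 37 genes were lower at 2Ws and 13 of them were ISGs. The 37 genes also included the macrophage genes Lyve1, Siglec1, Cd163, Cbr2 and Mrc1 and the Y-linked genes Eif2s3y, Ddx3y, Uty and Kdm5d. At 3Ws, 623 were lower and 27 of them were ISGs.
Random lists matched on expression had a median of 1 lower gene at 2Ws and up to 3 in all but the highest 2.5%. At 3Ws, the upper limit was 8 genes. Groups that are not ISGs were also frequent among the lower genes at 3Ws, with 20 of 22 B cell markers, 9 of 11 MHC class II genes and 10 of 17 platelet markers. At 2Ws, none of the B cell or MHC class II genes was lower by 2-fold. The Gene Ontology's own terms were not used here, so no enrichment p-value is given.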

Gene Ontology enrichment analysis demonstrated that the differentially expressed genes (DEGs) were mainly related to the IFN-I response (Fig. 4A, B). The results were validated by Q-PCR (Fig. 4C). Downregulation of ISGs could be mapped at multiple levels in the IFN-JAK-STAT1 signal cascade (Fig. 4D). The content of IFNα was detected by ELISA. Strikingly, we observed an obvious upregulation of IFNα in serum from mice bearing tumors for 3 weeks (Fig. 4E). The loss of IFNAR could also result in the downregulation of ISGs. Indeed, IFNAR was significantly downregulated in immunosuppressive G-MDSCs (Fig. 4F, G). And the protein level of IFNAR and the Stat1 phosphorylation in G-MDSCs also decreased (Fig. 4H).

**Fig. 4:**
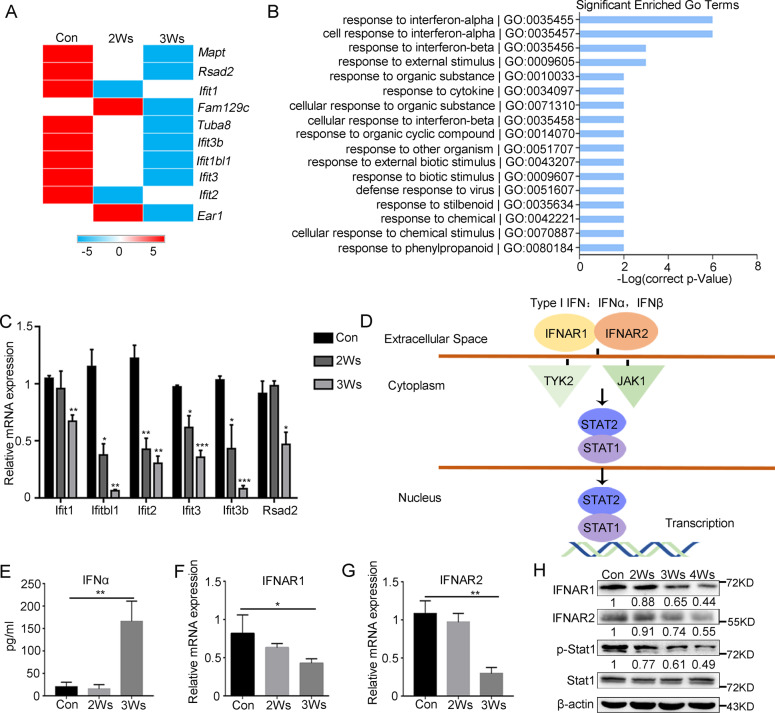
IFN-I signaling is downregulated in immunosuppressive G-MDSCs. **A** Heatmap of the downregulated genes in G-MDSCs in peripheral blood taken from mice after different durations of tumor bearing. Log10 (fold change) values were calculated from RNA-seq fragments per kilobase of transcript per million (FPKM) values. **B** Gene ontology (GO) enrichment analysis of G-MDSCs in peripheral blood taken from mice after different durations of tumor bearing based on differentially expressed genes (FC > 2). **C** Technical validation of the array data by Q-PCR (*n* = 4). **D** Schematic diagram of the IFN-I pathway. **E** The content of IFNα in serum taken from mice after different durations of tumor bearing was analyzed by ELISA (*n* = 4). **F**, **G** The expression of IFNAR1 and IFNAR2 in G-MDSCs in peripheral blood taken from mice after different durations of tumor bearing was analyzed by Q-PCR (*n* = 4). **H** The expression of IFNAR1, IFNAR2, Stat1 and p-Stat1 in G-MDSCs in peripheral blood taken from mice after different durations of tumor bearing was analyzed by western blot. Results are mean ± SD. Unpaired *t-*test was used to determine significance (*p < 0.05, **p < 0.01 and ***p < 0.001).

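The 6 ISGs of the heatmap were lower at 2Ws than in normal mice and lower still at 3Ws. Ifit2, which restricts translation of viral RNA, had 69.4 FPKM in normal mice, 15.2 at 2Ws and 8.17 at 3Ws. It was 4.58-fold lower (95% interval 4.27 to 4.91) at 2Ws and 8.50-fold lower (95% interval 7.78 to 9.30) at 3Ws, which on the log10 scale of the heatmap is −0.66 and −0.93. Ifit3 was 4.83-fold lower (95% interval 4.57 to 5.12) at 3Ws, Ifit3b 5.02-fold lower (95% interval 4.66 to 5.42) and Ifit1 3.65-fold lower (95% interval 3.46 to 3.85). Rsad2, which encodes the antiviral enzyme viperin on chromosome 12 from 26442746 to 26456452 of GRCm38, had 188 FPKM in normal mice, 90.1 at 2Ws and 56.7 at 3Ws, a log10 ratio of −0.52 at 3Ws. Ifit1bl1, with approximate read numbers, had 28.1, 9.40 and 4.07 FPKM. The 5 Ifit genes lie together on chromosome 19 from 34550694 to 34650009, and Ifit3 and Ifit3b are near-identical copies whose reads may have been split between them, as may those of Ifit1 and Ifit1bl1.
The other 4 genes of the heatmap had low values. Tuba8, an alpha-tubulin gene, was 3.75-fold lower (95% interval 2.68 to 5.32) at 3Ws, at 4.36 FPKM in normal mice and 1.16 at 3Ws. Fam129c, on the list of B cell markers, had 3.15 FPKM in normal mice, 3.38 at 2Ws and 0.592 at 3Ws. Ear1, of the eosinophil-associated ribonucleases and similar in sequence to Ear2, had 21 reads in normal mice, 66 at 2Ws and 1 at 3Ws. Its ratio was 20.7-fold lower (95% interval 3.33 to 856) at 3Ws and 3.29-fold higher (95% interval 1.99 to 5.66) at 2Ws. Mapt, which encodes the microtubule protein tau, had 12, 6 and 0 reads. It was 3.94-fold lower at 3Ws when 0 reads are taken as 3 in that library, a value that leaves out the counting error of the 12 reads. The difference of Mapt between normal mice and 2Ws was not detectable at this depth.

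**Figure D3:**
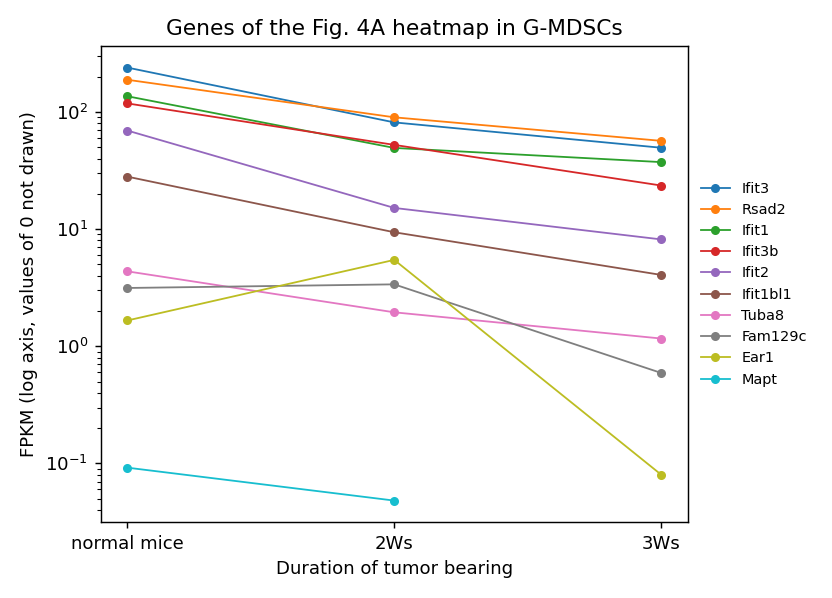
FPKM of the 10 heatmap genes in G-MDSCs of normal mice, at 2Ws and at 3Ws, on a log axis, with 1 library per condition and lines joining the values of a gene. Ifit2 runs from 69.4 over 15.2 to 8.17 FPKM; the value of Mapt at 3Ws is 0 and is not drawn.

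**Figure D4:**
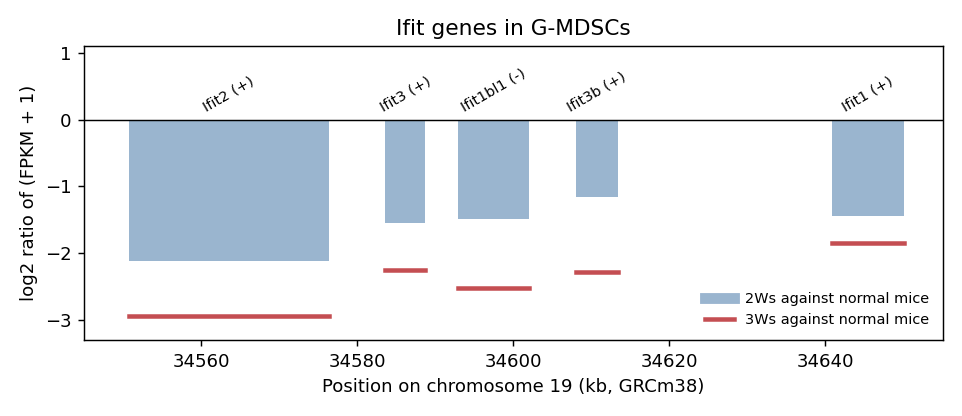
Map of the Ifit genes on chromosome 19 of GRCm38, to scale in kb, with the strand of each gene in brackets. Bars and lines give the log2 ratio of (FPKM + 1) of each gene against normal mice, with blue bars for 2Ws and red lines for 3Ws; the red line of Ifit2 lies at −2.94 and that of Ifit1 at −1.84.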

The relationship between the downregulation of IFN-I signaling and the immunosuppressive function of G-MDSCs was next investigated. The expression of Arg1 in G-MDSCs from different tissues was detected, and the results showed that Arg1 expression was gradually upregulated in bone marrow, peripheral blood and tumor tissue (Supplementary Fig. 4A). We then examined IFN-I signaling expression in G-MDSCs from different tissues, and the results showed that G-MDSCs from tumor tissue had the strongest immunosuppressive activity and the lowest IFNAR (Supplementary Fig. 4B, C) and ISGs expression (Supplementary Fig. 4D–G). In vitro stimulation with IFNα showed that the G-MDSCs from tumor tissue barely responded to IFNα (Supplementary Fig. 4H–M). These results indicate that the IFN-I signaling of immunosuppressive G-MDSCs is inhibited.

### G-CSF is required for the activation of PI3K-Akt/mTOR pathway and G-MDSC immunosuppressive function

To determine the relationship between G-MDSC immunosuppressive function and tumor progression, we used conditioned medium from nontumor cells (mouse embryonic fibroblasts (MEFs)) and B16F10 and serum from tumor-bearing mice to induce G-MDSC differentiation. The results showed that the Arg1 expression in bone marrow G-MDSCs induced by tumor conditioned medium and serum from tumor-bearing mice was significantly upregulated (Fig. 5A). To identify the factors associated with this process, we analyzed the serum of mice bearing tumors for 0, 2 or 3 weeks by using a proteome profiling array. CXCL10, CXCL13, and G-CSF were present at higher concentrations in the serum of tumor-bearing mice (Fig. 5B). The source of the changed factors was detected, and the results showed that B16F10 expressed CXCL10 and CXCL13, but G-CSF was secreted by other stromal cells (Supplementary Fig. 5A). G-MDSCs expressed all the receptors of CXCL10, CXCL13, and G-CSF (CXCR3, CXCR5, and G-CSFR, respectively) (Supplementary Fig. 5B). Then, the effect of altered cytokines on the immunosuppressive function of G-MDSCs was determined in vitro. The results showed that only G-CSF increased the expression of Arg1 (Fig. 5C), and CXCL10 and CXCL13 could not directly affect the expression of Arg1 (Supplementary Fig. 5C, D). We confirmed the upregulation of G-CSF in serum of tumor mice by ELISA (Supplementary Fig. 5E). Then we generated two independent short hairpin RNAs (shRNAs) to stably decrease G-CSF levels (Fig. 5D and Supplementary Fig. 5F). After shRNA transfection in vivo, we observed a decrease in the number of G-MDSCs and a decrease in the expression of Arg1 (Fig. 5E, F and Supplementary Fig. 5G).

**Fig. 5:**
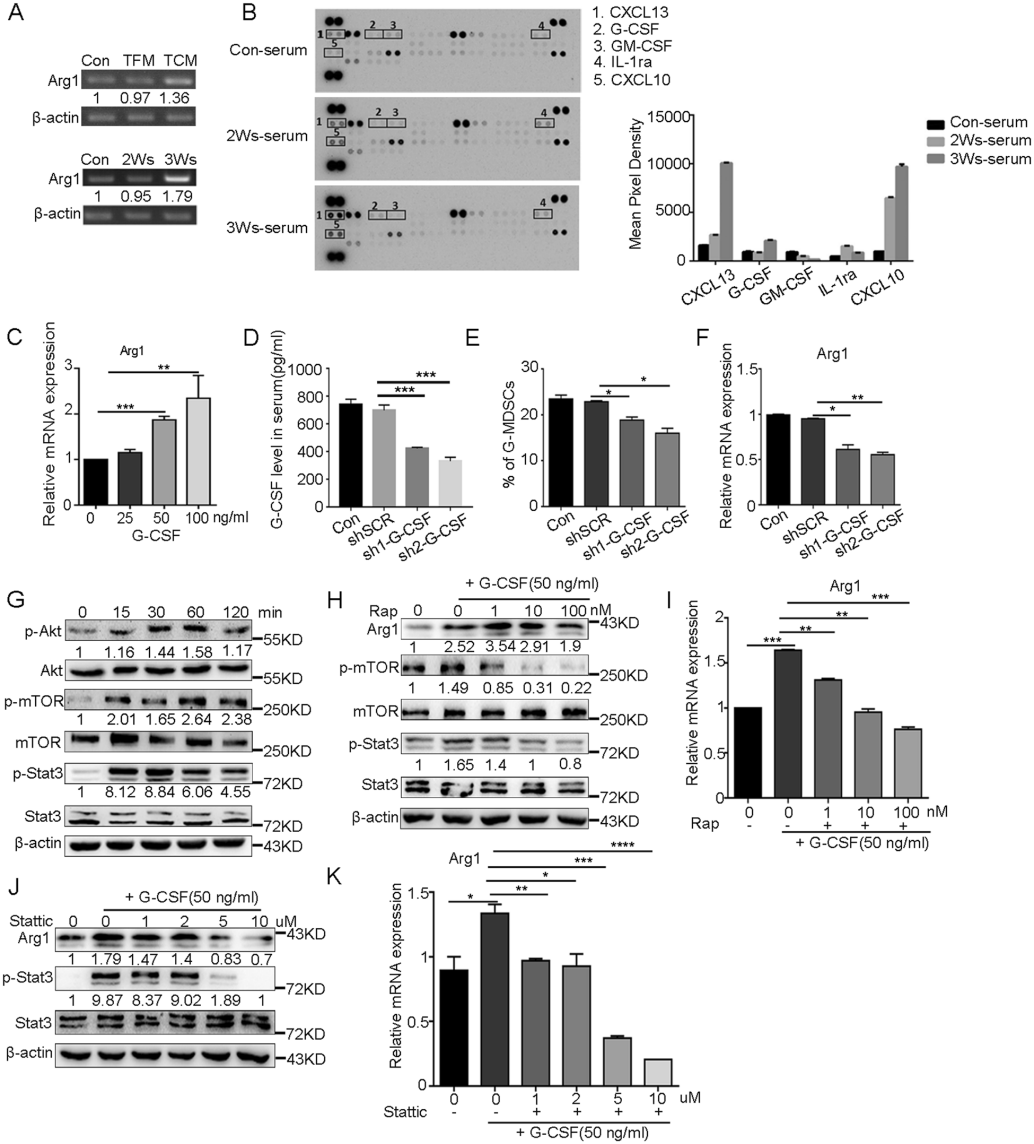
G-CSF promotes the expression of immunosuppressive genes in G-MDSCs by activating the PI3K-Akt/mTOR signaling pathway. **A** G-MDSCs taken from bone marrow of normal mice were cultured with tumor-free media (TFM), tumor cell-conditioned media (TCM) or serum from mice bearing tumors for different durations for 2 h, and the expression of Arg1 was analyzed by semi-quantitative PCR. **B** The expression profiles of various cytokines in the serum of mice bearing tumors for 0, 2, or 3 weeks were assessed using a cytokine array. **C** The expression of Arg1 in G-MDSCs taken from bone marrow of normal mice was analyzed by Q-PCR after incubation with different concentrations of G-CSF for 2 h (*n* = 5). **D** The level of G-CSF in serum was analyzed by ELISA after mice were infected with lentiviruses carrying shScramble (shSCR), sh1-G-CSF, or sh2-G-CSF (*n* = 4). **E** The proportion of G-MDSCs in peripheral blood was analyzed by FCM after mice were infected with lentiviruses carrying shSCR, sh1-G-CSF, or sh2-G-CSF (*n* = 4). **F** The expression of Arg1 in G-MDSCs from peripheral blood was analyzed by Q-PCR after mice were infected with lentiviruses carrying shSCR, sh1-G-CSF- or sh2-G-CSF (*n* = 4). **G** The expression of Akt, p-Akt, mTOR, p-mTOR, Stat3, and p-Stat3 in G-MDSCs taken from the bone marrow of normal mice was analyzed by western blot after G-CSF (50 ng/ml) was added to the culture and incubated for the indicated minutes. **H** G-MDSCs taken from the bone marrow of normal mice were cultured in vitro with G-CSF (50 ng/ml) and different concentrations of rapamycin for 2 h, and the expression of Akt, p-Akt, mTOR, p-mTOR, Stat3, and p-Stat3 was detected by western blot. **I** The expression of Arg1 was detected by Q-PCR. The cells were treated as described in **H** (*n* = 4). **J** G-MDSCs taken from the bone marrow of normal mice were cultured in vitro with G-CSF (50 ng/ml) and different concentrations of stattic for 2 h, and the expression of Stat3 and p-Stat3 was detected by western blot. **K** The cells were treated as described in **J**, and the expression of Arg1 was detected by Q-PCR (*n* = 4). Results are mean ± SD. Unpaired *t-*test was used to determine significance (*p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001).

Next, the effect of G-CSF on the PI3K-Akt/mTOR pathway was examined. After treatment of bone marrow G-MDSCs with G-CSF in vitro, PI3K-Akt/mTOR pathway-related proteins were activated (Fig. 5G). The effect of rapamycin on G-CSF-stimulated G-MDSCs was next investigated, and the results showed that after treatment with rapamycin, Stat3 phosphorylation decreased and Arg1 expression was decreased (Fig. 5H, I). Consistent with previous reports [34, 38, 39], stattic treatment reduced the expression of Arg1 (Fig. 5J, K). These results suggest that G-CSF promotes G-MDSCs immunosuppressive functions through PI3K-Akt/mTOR pathway.

### Downregulation of IFN-I signaling is a prerequisite for G-MDSCs to obtain immunosuppressive function

We then explored whether G-CSF affects IFN-I signaling in G-MDSCs. The expression of IFNAR and ISGs in bone marrow G-MDSCs was detected after stimulation with G-CSF in vitro. The results showed that G-CSF could not downregulate the expression of IFNAR (Supplementary Fig. 6A, B) and ISGs (Supplementary Fig. 6C–F). When stimulated with the serum of tumor-bearing mice, G-MDSCs showed significantly downregulated expression of IFNAR (Fig. 6A, B) and ISGs (Fig. 6C–F). Because the ISGs expression in G-MDSCs began to decrease after 2 weeks of tumor bearing, we speculated that downregulation of IFN-I signaling may be required for G-MDSCs to obtain immunosuppressive functions. 

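In blood G-MDSCs, ISGs were already lower in the library of mice bearing tumors for 2 weeks. Of 72 measured ISGs, 71 had a lower value than in normal mice, 13 of them by at least 2-fold. Relative to Actb, 8 were lower by 2-fold and 65 had a lower value. Usp18, which removes ISG15 from proteins and dampens IFNAR signaling, was 2.18-fold lower (95% interval 2.01 to 2.38) at 2Ws. Zbp1, a sensor of nucleic acids, was 1.80-fold lower (95% interval 1.71 to 1.90), and Slfn4, the ISG with the highest FPKM in each library, was 1.78-fold lower (95% interval 1.76 to 1.80). From 2Ws to 3Ws, 10 of 71 ISGs were lower by at least 2-fold and none higher, above the 7 that all but the highest 2.5% of random lists reach. After centring on the median of all genes, 6 were lower, no more than the corresponding limit of 6. Among the 10 was Ifi27l2a, with 567 FPKM at 2Ws and 274 at 3Ws. Others had a higher value at 3Ws than at 2Ws, such as Slfn4, with 1202 and 1512 FPKM, and Ifitm3, which blocks virus entry, with 441 and 512 FPKM.
The median log2 ratio of the ISGs was −0.55 (95% interval −0.69 to −0.49) at 2Ws against normal mice, below the medians of all 10000 random lists. For 3Ws against 2Ws it was −0.24 (95% interval −0.35 to −0.09), at percentile 0.110 of the random lists, and −0.07 after centring. Against random lists not matched on expression, that percentile was 34.6. Of the monocyte and macrophage markers, 21 of 27 had a lower value at 2Ws, 1 of them by at least 2-fold, and Ccr2 had a log2 ratio of −0.71, while all 23 B cell markers had a higher value, none by 2-fold. The 2Ws library also stood apart in sex-linked transcripts, with 0 reads of 4 Y-linked genes against 5003 in normal mice and 5349 at 3Ws. The ribosomal RNA gene CT010467.1 and Lars2 had log2 ratios of −2.63 and −2.28 at 2Ws.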

We first stimulated bone marrow G-MDSCs with IFNα and then stimulated them with G-CSF. The results showed that when G-MDSCs were first stimulated by IFNα, G-CSF did not activate the PI3K-Akt/mTOR pathway (Fig. 6G). Similarly, the Arg1 expression was inhibited (Fig. 6H). 32D clone 3 is a mouse progenitor cell line that can be induced to differentiate into neutrophils after the addition of stem cell factor and IL-3 and the subsequent addition of G-CSF in vitro [40, 41]. We evaluated the effects of IFN-I signaling on tumor-induced G-MDSC differentiation, and the scheme of the experimental design is shown in Fig. 6I. With the differentiation of 32D cells into neutrophils, IFNAR was upregulated (Fig. 6J, K), and the upregulation of IFN-I signaling (Supplementary Fig. 7A–D) was followed by the downregulation of the PI3K-Akt/mTOR pathway and Arg1 expression (Fig. 6L, M). Interference with IFNAR (Supplementary Fig. 7E, F) attenuated IFN-I signaling (Supplementary Fig. 7G–J) and thus promoted the upregulation of the PI3K-Akt/mTOR pathway and Arg1 expression (Fig. 6N, O). The above results indicate that the downregulation of IFN-I signaling in G-MDSCs under tumor conditions promotes their development toward an immunosuppressive phenotype. We also detected the expression of IFN-I signaling in mo-MDSCs, and the results showed that the IFN-I signaling in mo-MDSCs was also downregulated (Supplementary Fig. 8), suggesting that the downregulation of IFN-I signaling under tumor conditions is necessary for the formation of an immunosuppressive microenvironment.

**Fig. 6:**
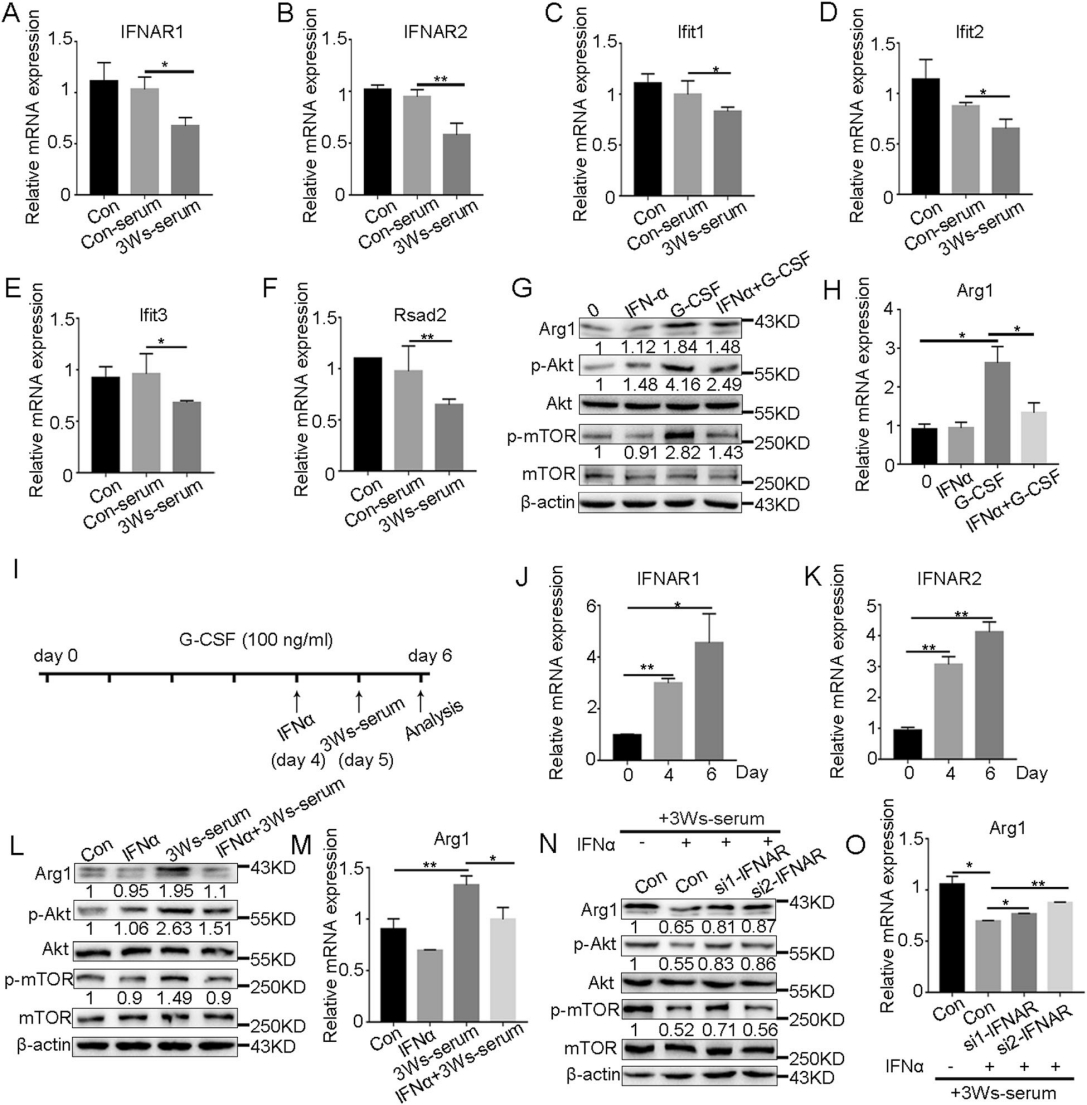
Downregulation of IFN-I signaling is a prerequisite for G-MDSCs to obtain immunosuppressive functions. **A**–**F** The expression of IFNAR and ISGs in G-MDSCs taken from the bone marrow of normal mice was analyzed by Q-PCR after incubation with serum from normal mice or the mice tumor bearing for 3 weeks (*n* = 4). **G** The expression of Arg1, Akt, p-Akt, mTOR, and p-mTOR in G-MDSCs taken from the bone marrow of normal mice was analyzed by western blot after incubation with IFNα (100 ng/ml) or G-CSF (50 ng/ml) for 2 h or stimulation with IFNα for 1 h and subsequent incubation with G-CSF for 2 h (IFNα + G-CSF). **H** The expression of Arg1 in G-MDSCs taken from the bone marrow of normal mice was analyzed by Q-PCR. The cells were treated as described in **G** (*n* = 4). **I** Schematic depiction of the experimental design. 32D clone 3 cell maturation was induced with G-CSF. IFNα treatment was performed on day 4, and 3Ws-serum was added on day 5. **J**, **K** The expression of IFNAR in 32D clone 3 cells after incubation with G-CSF was analyzed by Q-PCR (*n* = 3). **L** The expression of Arg1, Akt, p-Akt, mTOR, and p-mTOR in 32D clone 3 cells was analyzed by western blot after incubation with IFNα (100 ng/ml) or 3Ws-serum for 48 h or stimulation with IFNα for 24 h and subsequent incubation with 3W serum for 24 h (IFNα + 3Ws-serum). **M** The expression of Arg1 in 32D clone 3 cells was analyzed by Q-PCR. The cells were treated as described in **L** (*n* = 4). **N** The expression of Arg1, Akt, p-Akt, mTOR, and p-mTOR in 32D clone 3 cells was analyzed by western blot after incubation with IFNα (100 ng/ml) for 24 h and subsequent incubation with 3Ws-serum for 24 h or after IFNAR interference followed by stimulation with IFNα for 24 h and subsequent incubation with 3Ws-serum for 24 h (si-IFNAR + IFNα). **O** The expression of Arg1 in 32D clone 3 cells was analyzed by Q-PCR The cells were treated as described in **N** (*n* = 4). Results are mean ± SD. Unpaired *t-*test was used to determine significance (*p < 0.05 and **p < 0.01).

### SOCS1, which is dependent on IFN-I signaling, regulates the activation of the PI3K-Akt/mTOR pathway

Based on the above findings, we explored the mechanism by which IFN-I signaling regulates PI3K-Akt pathway in G-MDSCs. Suppressor of cytokine signaling (SOCS) members are thought to act as classic negative feedback inhibitors, which are induced by cytokines, and subsequently inhibit the function of cytokines [42, 43]. SOCS1 can not only regulate IFN-I signaling via negative feedback [17] but also inhibit the PI3K-Akt pathway [44, 45]. Our results showed that with tumor progression, the expression of SOCS1 in peripheral blood G-MDSCs was gradually downregulated (Fig. 7A and Supplementary Fig. 9A). We used IFNα to stimulate bone marrow G-MDSCs and 32D cells in vitro to detect the expression of SOCS1, and the results showed that IFNα could significantly induce the expression of SOCS1 (Fig. 7B, C and Supplementary Fig. 9B, C). Consistently, after interference with IFNAR, the expression of SOCS1 was significantly downregulated (Fig. 7D and Supplementary Fig. 9D). We speculated that the expression of SOCS1 induced by IFN-I is related to the PI3K-Akt pathway in G-MDSCs. To assess this possibility, we designed siRNA to interfere with SOCS1 in 32D cells and detected the interference efficiency (Fig. 7E and Supplementary Fig. 9E). Then, the effects of SOCS1 on the PI3K-Akt/mTOR pathway activation and Arg1 expression were examined. The results showed that the phosphorylation of Akt and mTOR and the expression of Arg1 in 32D cells were upregulated after interference with SOCS1 (Fig. 7F, G). To explore how SOCS1 inhibits the activation of PI3K-Akt pathway, a co-immunoprecipitation (co-IP) assay was performed. The results showed that SOCS1 and Akt existed in the same complex (Fig. 7H, I). To confirm whether SOCS1 directly binds to Akt, we prepared His-SOCS1 and GST-Akt constructs from bacteria, and in vitro GST pull-down assays showed that SOCS1 physically associates with Akt through direct interaction (Fig. 7J). Next, we assessed which domain of SOCS1 interacts with Akt. SOCS1 consists of an N-terminal region, a kinase inhibitory region (KIR), a central SH2 region and a carboxy-terminal SOCS box [46]. We generated His-tagged deletion mutants containing the N-terminal region, N-terminal region-KIR, and N-terminal region-KIR-SH2 domains (Fig. 7K), and pull-down assays were performed. The results showed that GST-Akt could pull-down His-tagged mutants only in the presence of the SOCS1 SH2 domain (Fig. 7L), indicating that the SH2 domain of SOCS1 is required for inhibiting PI3K-Akt/mTOR signaling.

**Fig. 7:**
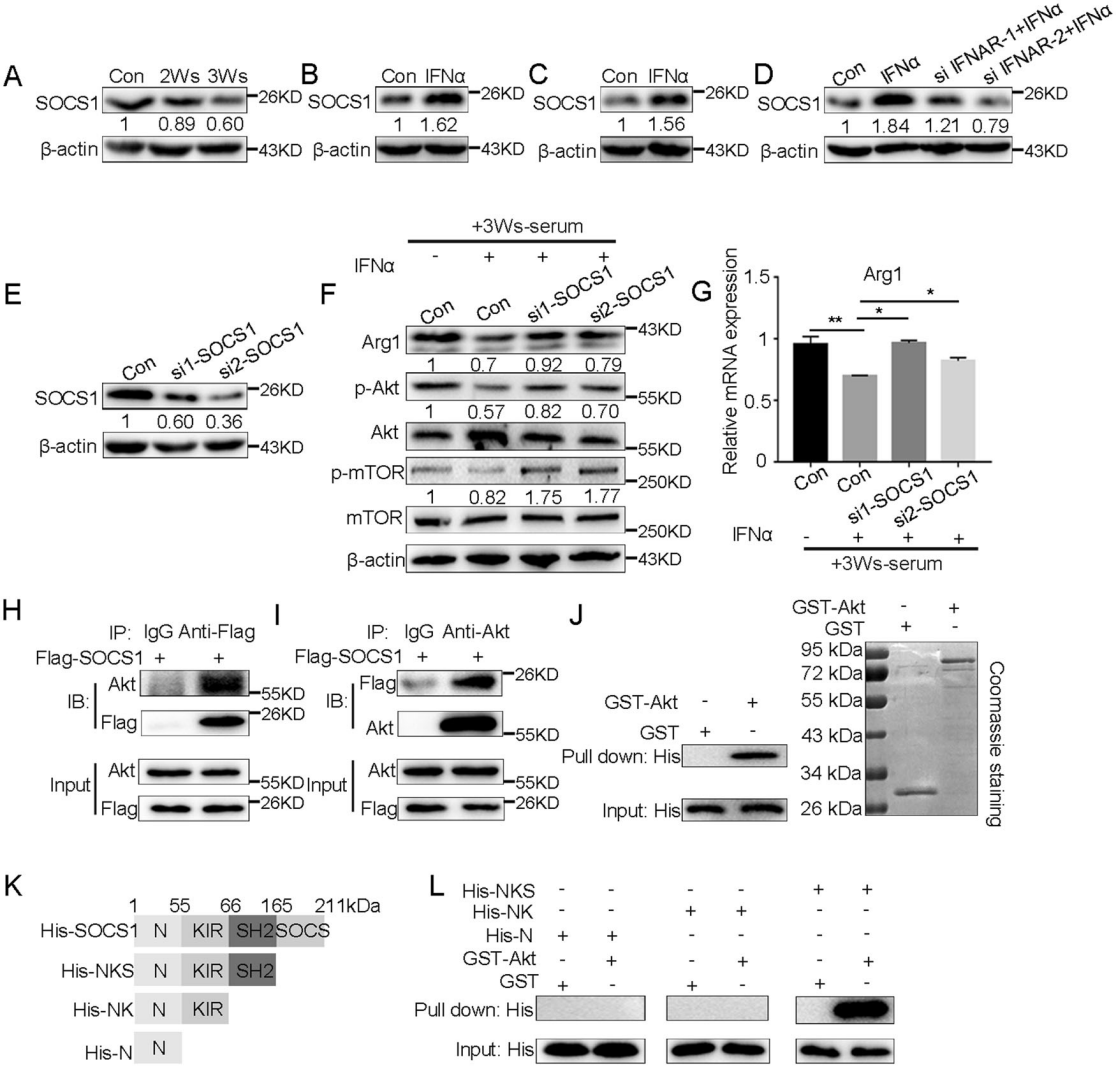
IFN-I-dependent SOCS1 can regulate the activation of PI3K-Akt/mTOR pathway. **A** The expression of SOCS1 in G-MDSCs in peripheral blood taken from mice after different durations of tumor bearing was analyzed by western blot (*n* = 5). The expression of SOCS1 in G-MDSCs from the bone marrow of normal mice (**B**) and 32D clone 3 cells (**C**) was analyzed by western blot after incubation with IFNα for 24 h (*n* = 5). **D** The expression of SOCS1 in 32D clone 3 cells stimulated with IFNα was analyzed by western blot after IFNAR interference (*n* = 4). **E** 32D clone 3 cells were transfected with siRNA targeting SOCS1 or control for 36 h, and the interference efficiency was tested (*n* = 4). **F** The expression of Arg1, Akt, p-Akt, mTOR, and p-mTOR in 32D clone 3 cells was analyzed by western blot after incubation with IFNα (100 ng/ml) for 24 h and subsequent incubation with 3W serum for 24 h or after SOCS1 interference followed by stimulation with IFNα for 24 h and subsequent incubation with 3Ws-serum for 24 h (si-SOCS1 + IFNα). **G** The expression of Arg1 in 32D clone 3 cells was analyzed by Q-PCR. The cells were treated as described in **F** (*n* = 4). **H**, **I** Co-IP assays were performed to assess the interaction between SOCS1 and Akt after 32D clone 3 cells were transfected with Flag-SOCS1 for 30 h. **J** A GST pull-down assay of Akt was conducted using the indicated proteins expressed in bacteria. His-tagged SOCS1 was expressed in bacteria, and the lysates were incubated with purified GST or GST-fused Akt. Bound proteins were separated by SDS-PAGE and immunoblotted with an anti-His antibody. **K** Schematics of the His-tagged SOCS1 expression plasmid and its domains. **L** A GST pull-down assay of Akt was conducted using the indicated proteins expressed in bacteria. Different domains of SOCS1 with a His tag were expressed in bacteria, and the lysates were incubated with purified GST or GST-fused Akt. The levels of pulled down His were detected by western blot. Results are mean ± SD. Unpaired *t-*test was used to determine significance (*p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001).

## Discussion

The main function of MDSCs is immunosuppression, but this function is not innate. It has been reported that MDSCs at the early stage of tumors do not exhibit immunosuppression [47, 48]. It is not clear where and how MDSCs obtain immunosuppressive functions. Here, we reported that G-MDSCs, the main subgroup of MDSCs, initiated immunosuppressive functions in the peripheral blood under tumor conditions. Our research deeply analyzed the specific processes by which G-MDSCs are activated and provides new evidence that MDSCs with immunosuppressive functions need to undergo two steps, amplification and activation.

Tumor and/or stromal cells secrete inflammatory mediators to influence myeloid cells differentiation [9, 10, 49]. G-CSF has multiple effects on polymorphonuclear cells, including regulation of proliferation and mobilization [50]. In many tumors, high levels of G-CSF are produced [50–52]. Our results indicate that the upregulation of G-CSF participates in the initiation of G-MDSCs immunosuppressive function. It has been reported that the absence of PI3Kγ promoted the transformation of macrophages into antitumor M1 macrophages [53], and PI3Kγ signaling promoting immune suppression in cancer [54]. The role of the PI3K-Akt/mTOR axis in G-MDSC differentiation remains largely unstudied. Here, we showed that the PI3K-Akt/mTOR signaling of peripheral blood G-MDSCs is activated and that G-CSF promotes the acquisition of immunosuppressive functions by G-MDSCs by activating the PI3K-Akt/mTOR pathway, suggesting that inhibition of PI3K-Akt/mTOR can inhibit G-MDSC immunosuppressive function and improve immunosuppressive tumor microenvironment.

The markers of neutrophils and G-MDSCs are identical. Neutrophils are considered as important effectors of the innate immune system [55]. In cancer, neutrophils undergo a phenotypic change regarded as “alternating activation” and are called tumor-associated neutrophils (TANs) [56]. Both TANs and G-MDSCs can exert immunosuppressive functions and are very similar to each other [57]. The only difference between the two may be maturity, however, some studies have pointed out that the suppressive functions of immature and mature neutrophils is a pathological response to tumorigenesis rather than a completely separate granulocytic population [28]. All told, it is necessary to study the immunosuppressive function of these cells in depth, and whether these cells are called G-MDSC or TAN is less important. IFN-I is related to the maturity of neutrophils and the development of immune function [58]. The role of IFN-I in tumor immunosuppression remains controversial. Chronic IFNα promotes MDSC accumulation [59], and IFNα can also promote the expression of PD-L1 and PD-1, which contributes to immunosuppression [60]. Conversely, stimulator of interferon genes (STING) inhibits MDSC differentiation by activating IFN-I signaling in Epstein-Barr virus-associated nasopharyngeal carcinoma [61]. Based on our findings, although the IFNα level in mouse serum increased with tumor progression, the IFN-I signaling in G-MDSCs is downregulated and its downregulation during G-MDSC differentiation was related to the acquisition of immunosuppressive function. We found that SOCS1, a classical negative feedback regulator, which depends on IFN-I signaling, can directly bind with Akt through SH2 domain to inhibit the immunosuppressive PI3K-Akt/mTOR signaling pathway in G-MDSCs. The downregulation of IFN-I signaling under tumor conditions leads to the downregulation of SOCS1, which causes the activation of the PI3K-Akt/mTOR pathway.

The IFNAR expression is essential for IFN-I signal transduction. In our study, the IFNAR expression in immunosuppressive G-MDSCs decreased, as a result, the response of G-MDSCs to IFN-I was reduced. Our results indicate that the downregulation of IFNAR promotes the activation of PI3K-Akt/mTOR, which is related to the immunosuppressive function of G-MDSCs and we further clarifies the specific mechanism by which tumor conditions induce immune activation to tilt toward immunosuppression. Previous studies have revealed that VEGF or IFN-α/β promotes the ubiquitination and degradation of IFNAR1 and ensuing restriction of cellular responses to IFN-I [62, 63]. Activation of p38 kinase is also required for IFNAR1 ubiquitination and degradation [64]. In our study, although G-CSF promotes the initiation of G-MDSCs immunosuppressive function through PI3K-Akt/mTOR pathway, only G-CSF is not enough, G-CSF can not downregulate IFN-I signaling in G-MDSCs. It remains to be elucidated what factors in the serum under tumor conditions contribute to the downregulation of IFNAR.

In summary, our results show that G-MDSCs initiates immunosuppressive functions in the peripheral blood of tumor-bearing mice and that G-CSF participates in the acquisition of G-MDSC immunosuppressive functions by activating the PI3K-Akt/mTOR pathway. It is worth noting that the downregulation of IFN-I signaling in G-MDSCs is a prerequisite for their immunosuppressive function. The downregulation of IFN-I signaling in G-MDSCs leads to the activation of the PI3K-Akt/mTOR pathway by downregulating SOCS1 (Fig. 8). The results indicate that the generation of immunosuppressive G-MDSCs under tumor conditions involves a transformation from immune activation to immune tolerance, providing a mechanistic insight for combating the immunosuppressive microenvironment.

**Fig. 8:**
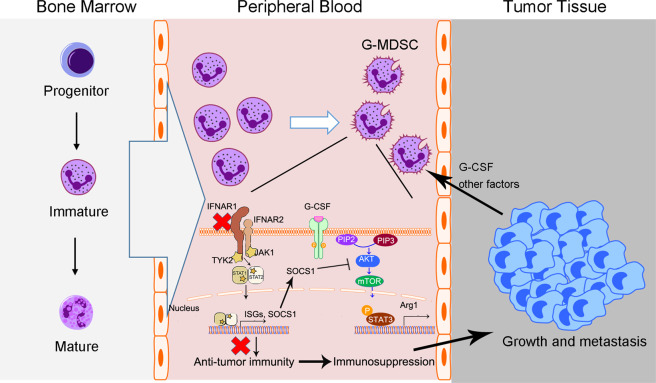
Schematic illustration of the proposed model. G-MDSCs abnormally expanded under tumor conditions obtain immunosuppressive functions in peripheral blood and ultimately promote tumor growth and metastasis. The activation of PI3K-Akt/mTOR pathway is related to the immunosuppressive function of G-MDSCs. The downregulation of IFN-I signaling in G-MDSCs leads to the activation of PI3K-Akt/mTOR pathway. SOCS1, which depends on IFN-I signaling, regulates the activation of PI3K-Akt/mTOR pathway by directly interacting with Akt.

## Materials and methods

### Mice and cell lines

C57BL/6J mice (8–10 weeks old) were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). B16F10 cells (1 × 10^6^) were implanted subcutaneously in female mice (*n* = 4–6 mice/group). Tumor growth was measured using calipers, and tumor volume was calculated as follows: *V* = (length × width^2^) × 0.5. For all drug efficacy studies, Rapamycin and Stattic treatments (five times per week) were initiated at 2 weeks of tumor-bearing. All mice were housed in specific pathogen-free conditions. All animal procedures and studies were conducted in accordance with the Institutional Animal Care and Use Committee guidelines. Mouse melanoma B16F10 cells, MEF cells, human embryonic kidney HEK-293T and 32D clone 3 cells were purchased from American Type Culture Collection. B16F10, MEF and HEK-293T cells were grown in DMEM supplemented with 10% heat-inactivated FBS (HyClone, Logan, UT, USA) and 1% penicillin/streptomycin. 32D clone 3 cells were maintained in RPMI 1640 medium supplemented with 10% heat-inactivated FBS and 10% mouse interleukin IL-3 (213–13, Peprotech) culture supplement. All cells were routinely validated for lack of Mycoplasma infection with LookOut Mycoplasma PCR Detection Kit (Sigma, Saint Louis, MO, USA) and used within 10 passages.

### Reagents and antibodies

Recombinant murine CXCL10 (250-16), CXCL13 (250-24), G-CSF (250-05), and GM-CSF (315-03) were purchased from PeproTech (Rocky Hill, NJ, USA). Directly conjugated anti-mouse mAbs CD11b-FITC (M1/70), CD45-PE/Cy7 (30-F11), Ly6G-APC/Cy7 (1A8), Ly6C-PE (AL-21) were from BD Pharmingen (San Jose, CA, USA). Carboxyfluorescein succinimidyl ester (CFSE) was from Molecular Probes (Eugene, OR, USA). The Annexin-V-APC apoptosis analysis kit (AO2001-11P-G) was obtained from Sungene (Tianjin, China). The mouse cytokine array panel A (ARY006) was purchased from R&D Systems (Minneapolis, MN, USA). The MDSC isolation kit was from Miltenyi Biotec (Bergisch Gladbach, Germany) and the streptavidin particles were from BD IMag (San Jose, CA, USA). Anti-p-Akt (Ser473, #4060), anti-Akt (#4691), anti-p-mTOR (Ser2448, #5536), anti-mTOR (#2983), anti-p-STAT3 (Tyr705, #9145) Abs were purchased from Cell Signal Technology (Danvers, MA). Anti-STAT3 (F-2) Abs was purchased from Santa Cruz Biotechnology (Santa Cruz, CA). Rapamycin (HY-10219) and Stattic (HY-13818) were purchased from Med Chem Express (New Jersey, USA).

### Flow cytometry

Single-cell suspensions from bone marrow and peripheral blood were treated with hypotonic lysis buffer to eliminate erythrocytes, and stained with fluorochrome-conjugated antibodies at 4 °C for 30 min. Following tumor tissues processing, single-cell suspensions were resuspended in FC blocked (CD16/32, BD #553141) on ice and then incubated with antibody master mix. Dead cells in tumor tissue were identified by staining with 7-AAD (Biolegend) according to the manufacturer’s instructions. For apoptosis analysis, cells were stained with surface marker followed by Annexin-V staining in binding buffer (Biolegend). The treated cells were tested by flow cytometry using a FACSCanto II (BD Biosciences, San Jose, CA, USA), and the data were analyzed with FACSDiva software (BD Biosciences) and Flow Jo 7.6.1 software.

### Cell isolation

Bone marrow cells were isolated by flushing the femurs and tibias with PBS supplemented with 2% FBS. Splenocytes were prepared by grinding the spleen against a 70-μm nylon mesh. CD8^+^ T cells were isolated from splenocytes using the Mouse CD8 T-cell Isolation Kit (Biolegend). To obtain single cell from tumors, tissues were minced and subjected to 1 h enzymatic digestion using 0.5 mg/ml collagenase IV (Sigma) and 0.01 mg/ml DNase I (Sigma) in RPMI 1640 supplemented with 2% FBS at 37 °C. Single-cell suspensions were passed through a 70-μm mesh followed by erythrocytes removal using ammonium chloride lysis buffer. For the isolation of G-MDSCs, cells were labeled with biotinylated antibody to Ly6G (Miltenyi Biotec), incubated with streptravidin-coated microbeads (Miltenyi Biotec) and separated on MACS columns **(**Miltenyi Biotec**)**. The purity and viability of the sorted cells is over 90%.

### In vitro T-cell proliferation assay

CD8+ T cells (2 × 10^5^) from normal mice were pre-stained with 1 μM CFSE at room temperature for 5 min and then quenched with 10% FBS. The treated CD8+ T cells were plated in U bottom 96-well plates in triplicates and stimulated with the antibodies of anti-CD3 (0.5 μg/ml) and anti-CD28 (1 μg/ml) in the presence of the same number of G-MDSCs. On day 3 of the coculture, cells were collected and evaluated by flow cytometry.

### RNA extraction and Q-PCR

Total RNA was extracted with TRIzol (Invitrogen), and the cDNA was synthesized with reverse transcriptase (Thermo Fisher Scientific, Waltham, MA, USA). The cDNA was then used as template for semi-quantitative or quantitative PCR analysis with Power SYBR Green PCR Master Mix (Thermo Fisher, Waltham, MA) using the StepOne Plus Real Time PCR System (Applied Biosystems, Foster City, CA). Q-PCR data were analyzed by the ΔΔCt method and relative expression of mRNA was normalized to β-actin. The primer sequences used were listed in Supplementary Table 1.

### Tumor metastasis assay in vivo

In total, 2 × 10^5^ B16F10 cells were injected via the tail vein into C57BL/6J mice and lung metastasis incidence was analyzed about 2 weeks later. To determinate the effects of G-MDSCs, C57BL/6J mice were intravenously injected with 2 × 10^5^ B16F10 cells, and followed immediately, 2 and 4 days later, by injection of 2 × 10^6^ G-MDSC or mice were treated with intraperitoneal injections of 200 μg in 100 μl of rat IgG2b isotopic control or anti-GR1 antibody.

### Cytokine array and enzyme-linked immunosorbent assay (ELISA) of serum

Mouse peripheral blood samples were centrifuged at 3000 rpm for 10 min. Serum was collected, aliquoted, and stored at −80 °C. Expression of cytokines in mouse serum was evaluated using mouse cytokine antibody array Panel A (ARY006, R&D Systems). The level of IFNα and VEGF in serum was determined using ELISA kits (eBioscience) according to manufacturer’s instructions.

### Construction of the lentiviral expression plasmid and gene transfection

Synthesized short hairpin (sh) RNAs sequences were cloned into pLVTHM vector, and the constructed plasmids or shCtrl plasmid were transfected into HEK-293T cells, together with the packaging plasmid psPAX2 and the envelope plasmid pMD2.G (both from Addgene) using Lipofectamine 2000 reagent (Invitrogen). The collected supernatant was concentrated and intrapleurally injected into 2-week tumor-bearing mice four times every other day. The relative sequences used were listed in Supplementary Table 2.

### RNA-seq analysis

For RNA sequencing (RNA-seq), peripheral blood G-MDSCs was collected from normal mice, mice bearing tumor for 2 and 3 weeks. The cellular RNA was extracted using Trizol reagent followed by a genomic DNA elimination step. RNA purity was assessed using the kaiaoK5500® Spectrophotometer (Kaiao, Beijing, China). The RNA integrity and concentration was assessed using a RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Library construction and sequencing on an Illumina HiSeq 2500 instrument was performed at Annoroad Gene Technology Corporation (Beijing, China). Bowtie2 v2.2.3 was used to build the genome index, and clean data was then aligned to the reference genome using HISAT2 v2.1.0. The level of gene expression was quantified using a software package called FPKM (Fragments Per Kilobase Millon Mapped Reads). DEGseq v1.18.0 was used for differential gene expression analysis. Overall changes were considered significant if they passed the FDR threshold of <5%. RNA sequencing of the raw data and processed expression data for this study have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number: GSE141652.

### Western blot

Cells were harvested and solubilized in RIPA buffer containing protease and phosphatase inhibitors. 30 μg protein was electrophoresed on Biorad precast gradient gels and electroblotted onto PVDF membranes. Proteins were detected by incubation with 1:1000 dilutions of primary antibodies, washed and incubated with Goat anti-rabbit-HRP antibodies or Goat anti-mouse-HRP antibodies and detected after incubation with a chemiluminescent substrate.

### siRNA-mediated interference

For RNA interference experiments, scramble control, or smart-pool siRNA respectively against IFNAR and SOCS1 were transfected into 32D clone 3 cells using Lipofectamine 3000 according to the manufacturer’s instructions. siRNA duplex oligoribonucleotides were synthesized by GenePharma (Shanghai, China). The sense sequences were as follows: si1-IFNAR, 5′-GUCUGAAAGUUUUGAUAGATT-3′; si2-IFNAR, 5′-CCGUUGUACUCUAGUACUUTT-3′; si1-SOCS1, 5′-CCAGUUUAGGUAAUAAACUTT-3′ and si2-SOCS1, 5′-ACACUCACUUCCGCACCUUTT-3′.

### Co-immunoprecipitation (Co-IP) assay

The cell lysates were extracted after transfection of flag-SOCS1 plasmid into 32D cells for 30 h. Cell extracts were cleared with protein G beads for 1 h at 4 °C before being incubated with 2 μg of monoclonal anti-Akt or FLAG antibodies, or, alternatively, the same amount of IgG, overnight at 4 °C. After washing, the precipitated proteins were analyzed by immunoblotting.

### GST pull-down assay

GST-Akt was cloned into the vectors pGEX-4T-2, and His-SOCS1 was cloned into pET-28a(+). *E. coli* BL21 were transformed with pGEX-4T-2-Akt and pET-28a(+)-SOCS1 vectors. GST-Akt and His-SOCS1 protein expression were induced with IPTG and purified using Glutathione Agarose 4B (Cytiva, #17075601) and Ni-NTA Agarose beads (Beyotime, #P2218) according to standard protocols. Purified GST-Akt and His-SOCS1 were incubated in reaction buffer at 4 °C for 1 h, and then with GST-beads overnight at 4 °C. Afterwards, the beads were washed four times with low-salt buffer, and bound proteins were eluted and subjected to immunoblot analysis.

### Statistics

Statistical and graphical analyses were performed using Graphpad Prism. Results are presented as means ± SD. *t*-Test was performed using GraphPad Prism version 6 software. Differences were considered to be statistically significant when *p* values were <0.05. All experiments were independently repeated at least three times.

## Supplementary information

Supplementary Figure legends

Supplementary Fig. 1

Supplementary Fig. 2

Supplementary Fig. 3

Supplementary Fig. 4

Supplementary Fig. 5

Supplementary Fig. 6

Supplementary Fig. 7

Supplementary Fig. 8

Supplementary Fig. 9

Supplementary Table 1

Supplementary Table 2

## Data Availability

All study data are included in the article and/or supporting information.

## References

[1] Hanahan D, Weinberg RA (2011). Hallmarks of cancer: the next generation. Cell..

[2] Fox BA, Sanders KL, Chen S, Bzik DJ (2013). Targeting tumors with nonreplicating Toxoplasma gondii uracil auxotroph vaccines. Trends Parasitol.

[3] Sinha P, Chornoguz O, Clements VK, Artemenko KA, Zubarev RA, Ostrand-Rosenberg S (2011). Myeloid-derived suppressor cells express the death receptor Fas and apoptose in response to T cell-expressed FasL. Blood..

[4] Gabrilovich DI, Nagaraj S (2009). Myeloid-derived suppressor cells as regulators of the immune system. Nat Rev Immunol.

[5] Ostrand-Rosenberg S, Sinha P (2009). Myeloid-derived suppressor cells: linking inflammation and cancer. J Immunol.

[6] Talmadge JE, Gabrilovich DI (2013). History of myeloid-derived suppressor cells. Nat Rev Cancer.

[7] Qu P, Wang LZ, Lin PC (2016). Expansion and functions of myeloid-derived suppressor cells in the tumor microenvironment. Cancer Lett.

[8] Tesi RJ (2019). MDSC; the most important cell you have never heard of. Trends Pharm Sci.

[9] Giallongo C, Romano A, Parrinello NL, La Cava P, Brundo MV, Bramanti V (2016). Mesenchymal stem cells (MSC) regulate activation of granulocyte-like myeloid derived suppressor cells (G-MDSC) in chronic myeloid leukemia patients. PLoS ONE.

[10] Wang J, De Veirman K, Faict S, Frassanito MA, Ribatti D, Vacca A (2016). Multiple myeloma exosomes establish a favourable bone marrow microenvironment with enhanced angiogenesis and immunosuppression. J Pathol.

[11] Groth C, Hu X, Weber R, Fleming V, Altevogt P, Utikal J (2019). Immunosuppression mediated by myeloid-derived suppressor cells (MDSCs) during tumour progression. Br J Cancer.

[12] Movahedi K, Guilliams M, Van den Bossche J, Van den Bergh R, Gysemans C, Beschin A (2008). Identification of discrete tumor-induced myeloid-derived suppressor cell subpopulations with distinct T cell-suppressive activity. Blood..

[13] Lang S, Bruderek K, Kaspar C, Hoing B, Kanaan O, Dominas N (2018). Clinical relevance and suppressive capacity of human myeloid-derived suppressor cell subsets. Clin Cancer Res.

[14] Tian X, Tian J, Tang X, Rui K, Zhang Y, Ma J (2015). Particulate beta-glucan regulates the immunosuppression of granulocytic myeloid-derived suppressor cells by inhibiting NFIA expression. Oncoimmunology..

[15] Zheng Y, Tian X, Wang T, Xia X, Cao F, Tian J (2019). Long noncoding RNA Pvt1 regulates the immunosuppression activity of granulocytic myeloid-derived suppressor cells in tumor-bearing mice. Mol Cancer.

[16] Youn JI, Nagaraj S, Collazo M, Gabrilovich DI (2008). Subsets of myeloid-derived suppressor cells in tumor-bearing mice. J Immunol.

[17] Porritt RA, Hertzog PJ (2015). Dynamic control of type I IFN signalling by an integrated network of negative regulators. Trends Immunol.

[18] Lercher A, Bhattacharya A, Popa AM, Caldera M, Schlapansky MF, Baazim H (2019). Type I interferon signaling disrupts the hepatic urea cycle and alters systemic metabolism to suppress T cell function. Immunity..

[19] Parker BS, Rautela J, Hertzog PJ (2016). Antitumour actions of interferons: implications for cancer therapy. Nat Rev Cancer.

[20] Alicea-Torres K, Sanseviero E, Gui J, Chen J, Veglia F, Yu Q (2021). Immune suppressive activity of myeloid-derived suppressor cells in cancer requires inactivation of the type I interferon pathway. Nat Commun.

[21] Snell LM, McGaha TL, Brooks DG (2017). Type I interferon in chronic virus infection and cancer. Trends Immunol.

[22] Osborn JL, Greer SF (2015). Metastatic melanoma cells evade immune detection by silencing STAT1. Int J Mol Sci.

[23] Ortiz A, Gui J, Zahedi F, Yu P, Cho C, Bhattacharya S (2019). An interferon-driven oxysterol-based defense against tumor-derived extracellular vesicles. Cancer Cell.

[24] Critchley-Thorne RJ, Simons DL, Yan N, Miyahira AK, Dirbas FM, Johnson DL (2009). Impaired interferon signaling is a common immune defect in human cancer. Proc Natl Acad Sci USA.

[25] Abrams SI, Waight JD (2012). Identification of a G-CSF-Granulocytic MDSC axis that promotes tumor progression. Oncoimmunology..

[26] Salminen A, Kaarniranta K, Kauppinen A (2018). The role of myeloid-derived suppressor cells (MDSC) in the inflammaging process. Ageing Res Rev.

[27] Nam S, Kang K, Cha JS, Kim JW, Lee HG, Kim Y (2016). Interferon regulatory factor 4 (IRF4) controls myeloid-derived suppressor cell (MDSC) differentiation and function. J Leukoc Biol.

[28] Mackey JBG, Coffelt SB, Carlin LM (2019). Neutrophil maturity in cancer. Front Immunol.

[29] Keeley T, Costanzo-Garvey DL, Cook LM (2019). Unmasking the many faces of tumor-associated neutrophils and macrophages: considerations for targeting innate immune cells in cancer. Trends Cancer.

[30] Hawila E, Razon H, Wildbaum G, Blattner C, Sapir Y, Shaked Y (2017). CCR5 directs the mobilization of CD11b(+)Gr1(+)Ly6C(low) polymorphonuclear myeloid cells from the bone marrow to the blood to support tumor development. Cell Rep..

[31] Weichhart T, Saemann MD (2008). The PI3K/Akt/mTOR pathway in innate immune cells: emerging therapeutic applications. Ann Rheum Dis.

[32] Weichhart T, Costantino G, Poglitsch M, Rosner M, Zeyda M, Stuhlmeier KM (2008). The TSC-mTOR signaling pathway regulates the innate inflammatory response. Immunity..

[33] Jones LM, Broz ML, Ranger JJ, Ozcelik J, Ahn R, Zuo D (2016). STAT3 establishes an immunosuppressive microenvironment during the early stages of breast carcinogenesis to promote tumor growth and metastasis. Cancer Res.

[34] Vasquez-Dunddel D, Pan F, Zeng Q, Gorbounov M, Albesiano E, Fu J (2013). STAT3 regulates arginase-I in myeloid-derived suppressor cells from cancer patients. J Clin Invest.

[35] Cherfils-Vicini J, Iltis C, Cervera L, Pisano S, Croce O, Sadouni N (2019). Cancer cells induce immune escape via glycocalyx changes controlled by the telomeric protein TRF2. EMBO J.

[36] Schoggins JW, Wilson SJ, Panis M, Murphy MY, Jones CT, Bieniasz P (2011). A diverse range of gene products are effectors of the type I interferon antiviral response. Nature..

[37] McNab F, Mayer-Barber K, Sher A, Wack A, O’Garra A (2015). Type I interferons in infectious disease. Nat Rev Immunol.

[38] Liu YF, Zhuang KH, Chen B, Li PW, Zhou X, Jiang H (2018). Expansion and activation of monocytic-myeloid-derived suppressor cell via STAT3/arginase-I signaling in patients with ankylosing spondylitis. Arthritis Res Ther.

[39] Qi X, Jiang H, Liu P, Xie N, Fu R, Wang H (2021). Increased myeloid-derived suppressor cells in patients with myelodysplastic syndromes suppress CD8+ T lymphocyte function through the STAT3-ARG1 pathway. Leuk Lymphoma.

[40] Guchhait P, Tosi MF, Smith CW, Chakaraborty A (2003). The murine myeloid cell line 32Dcl3 as a model system for studying neutrophil functions. J Immunol Methods.

[41] Riffelmacher T, Clarke A, Richter FC, Stranks A, Pandey S, Danielli S (2017). Autophagy-dependent generation of free fatty acids is critical for normal neutrophil differentiation. Immunity..

[42] Palmer DC, Restifo NP (2009). Suppressors of cytokine signaling (SOCS) in T cell differentiation, maturation, and function. Trends Immunol.

[43] Elliott J, Johnston JA (2004). SOCS: role in inflammation, allergy and homeostasis. Trends Immunol.

[44] Lopez-Sanz L, Bernal S, Recio C, Lazaro I, Oguiza A, Melgar A (2018). SOCS1-targeted therapy ameliorates renal and vascular oxidative stress in diabetes via STAT1 and PI3K inhibition. Lab Invest.

[45] Sugase T, Takahashi T, Serada S, Fujimoto M, Ohkawara T, Hiramatsu K (2018). SOCS1 gene therapy has antitumor effects in imatinib-resistant gastrointestinal stromal tumor cells through FAK/PI3 K signaling. Gastric Cancer.

[46] Naka T, Narazaki M, Hirata M, Matsumoto T, Minamoto S, Aono A (1997). Structure and function of a new STAT-induced STAT inhibitor. Nature..

[47] Ortiz ML, Kumar V, Martner A, Mony S, Donthireddy L, Condamine T (2015). Immature myeloid cells directly contribute to skin tumor development by recruiting IL-17-producing CD4+ T cells. J Exp Med.

[48] Marvel D, Gabrilovich DI (2015). Myeloid-derived suppressor cells in the tumor microenvironment: expect the unexpected. J Clin Invest.

[49] Meyer C, Sevko A, Ramacher M, Bazhin AV, Falk CS, Osen W (2011). Chronic inflammation promotes myeloid-derived suppressor cell activation blocking antitumor immunity in transgenic mouse melanoma model. Proc Natl Acad Sci USA.

[50] Hsu BE, Tabaries S, Johnson RM, Andrzejewski S, Senecal J, Lehuede C (2019). Immature low-density neutrophils exhibit metabolic flexibility that facilitates breast cancer liver metastasis. Cell Rep.

[51] Kowanetz M, Wu X, Lee J, Tan M, Hagenbeek T, Qu X (2010). Granulocyte-colony stimulating factor promotes lung metastasis through mobilization of Ly6G+Ly6C+ granulocytes. Proc Natl Acad Sci USA.

[52] Waight JD, Hu Q, Miller A, Liu S, Abrams SI (2011). Tumor-derived G-CSF facilitates neoplastic growth through a granulocytic myeloid-derived suppressor cell-dependent mechanism. PLoS ONE.

[53] Amano MT, Castoldi A, Andrade-Oliveira V, Latancia MT, Terra FF, Correa-Costa M (2018). The lack of PI3Kgamma favors M1 macrophage polarization and does not prevent kidney diseases progression. Int Immunopharmacol.

[54] Kaneda MM, Messer KS, Ralainirina N, Li H, Leem CJ, Gorjestani S (2016). PI3Kgamma is a molecular switch that controls immune suppression. Nature..

[55] Borregaard N (2010). Neutrophils, from marrow to microbes. Immunity..

[56] Granot Z, Fridlender ZG (2015). Plasticity beyond cancer cells and the “immunosuppressive switch”. Cancer Res.

[57] Brandau S, Moses K, Lang S (2013). The kinship of neutrophils and granulocytic myeloid-derived suppressor cells in cancer: cousins, siblings or twins?. Semin Cancer Biol.

[58] Martinelli S, Urosevic M, Daryadel A, Oberholzer PA, Baumann C, Fey MF (2004). Induction of genes mediating interferon-dependent extracellular trap formation during neutrophil differentiation. J Biol Chem.

[59] Taleb KA-O, Auffray C, Villefroy P, Pereira AA-O, Hosmalin AA-O, Gaudry M (2017). Chronic type I IFN is sufficient to promote immunosuppression through accumulation of myeloid-derived suppressor cells. J Immunol.

[60] Ma H, Yang W, Zhang L, Liu S, Zhao M, Zhou G (2019). Interferon-alpha promotes immunosuppression through IFNAR1/STAT1 signalling in head and neck squamous cell carcinoma. Br J Cancer.

[61] Zhang CX, Ye SB, Ni JJ, Cai TT, Liu YN, Huang DJ (2019). STING signaling remodels the tumor microenvironment by antagonizing myeloid-derived suppressor cell expansion. Cell Death Differ.

[62] Zheng H, Qian J, Carbone CJ, Leu NA, Baker DP, Fuchs SY (2011). Vascular endothelial growth factor-induced elimination of the type 1 interferon receptor is required for efficient angiogenesis. Blood..

[63] Zheng H, Qian J, Varghese B, Baker DP, Fuchs S (2011). Ligand-stimulated downregulation of the alpha interferon receptor: role of protein kinase D2. Mol Cell Biol.

[64] Bhattacharya S, Qian J, Tzimas C, Baker DP, Koumenis C, Diehl JA (2011). Role of p38 protein kinase in the ligand-independent ubiquitination and down-regulation of the IFNAR1 chain of type I interferon receptor. J Biol Chem.

# Supplementary material for: The downregulation of type I IFN signaling in G-MDSCs under tumor conditions promotes their development towards an immunosuppressive phenotype
**Source:** Cell Death Dis. 2022 Jan 10;13(1):36. doi: 10.1038/s41419-021-04487-w
**Supplement:** Supplementary file 1 — Supplementary Figure legends

**Supplementary Information**

**The downregulation of type I IFN signaling in G-MDSCs under tumor conditions promotes their development towards an immunosuppressive phenotype**

Yingying Sun, Xiaoqing Han, Chao Shang, Yawei Wang, Boya Xu, Shu Jiang, Yan Mo, Dake Wang, Yueshuang Ke*, Xianlu Zeng*.

**Content**

**Supplementary Figure legends**

Supplementary Fig. 1 The abnormally increased G-MDSCs under tumor conditions require further activation. (A) The absolute numbers of G-MDSCs in the peripheral blood of mice bearing tumors at different stages were counted. (B) The expression levels of the Arg1 and TGF-β genes in G-MDSCs in bone marrow taken from mice after different durations of tumor bearing were analyzed by semiquantitative Q-PCR. (C) The proliferation of T cells after coculture with bone marrow G-MDSCs taken from mice after different durations of tumor bearing was analyzed by flow cytometry. (D-E) The expression of CXCR2 and CD101 in G-MDSCs in bone marrow (BM) and peripheral blood taken from normal mice (Con-BL) and tumor-bearing mice (3W-BL) was analyzed by flow cytometry. Results are mean ± SD. Unpaired t test was used to determine significance (*p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001).

**Supplementary Fig. 2** (A) Tumor-bearing mice were infused with either Con-G-MDSCs or 3Ws-G-MDSCs at the indicated time, and the absolute numbers of G-MDSCs in peripheral blood were counted. (B) The absolute numbers of G-MDSCs in peripheral blood were counted after anti-GR1 antibody treatment. Results are mean ± SD. Unpaired t test was used to determine significance (**p < 0.01 and ***p < 0.001).

Supplementary Fig. 3. (A) The purity of G-MDSC separated by magnetic beads was detected by flow cytometry. (B) The absolute numbers of G-MDSCs in peripheral blood were counted after injection of rapamycin (5 mg/kg) and stattic (4 mg/kg) into the tumor-bearing mice. Results are mean ± SD. Unpaired t test was used to determine significance (**p < 0.01).

Supplementary Fig. 4 The G-MDSCs in tumor tissue with the strongest immunosuppressive activity barely respond to IFN-I. (A) The expression of Arg1 in G-MDSCs in bone marrow (BM), peripheral blood (BL) and tumor tissue (tumor) taken from mice after 3 weeks of tumor bearing was analyzed by Q-PCR. (B-G) The expression of IFNAR and ISGs in G-MDSCs of different tissues (bone marrow, peripheral blood and tumor tissue) was analyzed by Q-PCR. (H-M) The expression of IFNAR and ISGs in G-MDSCs of different tissues (bone marrow, peripheral blood and tumor tissue) was analyzed by Q-PCR after incubation with IFNα for 2 h. Results are mean ± SD. Unpaired t test was used to determine significance (*p < 0.05 , **p < 0.01 and ***p < 0.001).

Supplementary Fig. 5 CXCL10 and CXCL13 did not directly affect the immunosuppressive function of G-MDSCs. (A) The expression levels of CXCL10, CXCL13 and G-CSF in B16-F10 cells were analyzed by Q-PCR. (B) The expression levels of CXCR3, CXCR5 and G-CSFR in G-MDSCs were analyzed by semiquantitative PCR. (C-D) The expression of Arg1 was analyzed by Q-PCR after incubation with different concentrations of CXCL10 and CXCL13 for 2 h. (E) The level of G-CSF in serum was analyzed by ELISA after different durations of tumor bearing. (F) The expression of G-CSF was analyzed by Q-PCR after mice were infected with lentiviruses carrying shScramble (shSCR), sh1-G-CSF or sh2-G-CSF (n=4). (G) The absolute numbers of G-MDSCs in peripheral blood were counted after mice were infected with lentiviruses carrying shSCR, sh1-G-CSF or sh2-G-CSF. Results are mean ± SD. Unpaired t test was used to determine significance (*p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001).

Supplementary Fig. 6 G-CSF did not reduce the expression of ISGs in G-MDSCs. The expression of IFNAR (A-B) and ISGs (C-F) in G-MDSCs from the bone marrow of normal mice was analyzed by Q-PCR after incubation with different concentrations of G-CSF for 2 h. Results are mean ± SD. Unpaired t test was used to determine significance (*p < 0.05, **p < 0.01, and ***p < 0.001).

Supplementary Fig. 7 IFNAR interference in 32D cells inhibited the expression of ISGs. (A-D) The expression of ISGs in 32D clone 3 cells was analyzed by Q-PCR after incubation with IFNα (100 ng/ml) or 3W serum for 48 h, or after stimulation with IFNα for 24 h and subsequent incubation with 3W serum for 24 h (IFNα+3Ws-serum). (E-F) 32D clone 3 cells were transfected with siRNA targeting IFNAR or control for 36 h, and the interference efficiency was tested. (G-J) After IFNAR interference, the expression of ISGs in 32D clone 3 cells was analyzed by Q-PCR after incubation with IFNα (100 ng/ml). Results are mean ± SD. Unpaired t test was used to determine significance (*p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001).

Supplementary Fig. 8 The IFN-I signal in mo-MDSCs was down regulated. (A) The expression of iNOS in mo-MDSCs of peripheral blood taken from mice bearing tumors for different durations was analyzed by Q-PCR. (B-G) The expression of IFNAR and ISGs in mo-MDSCs of peripheral blood taken from mice bearing tumors for different durations was analyzed by Q-PCR. Results are mean ± SD. Unpaired t test was used to determine significance (*p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001).

**Supplementary Fig. 9** IFNα induced the expression of SOCS1. (A) The expression of SOCS1 in G-MDSCs of peripheral blood taken from mice after different durations of tumor bearing was analyzed by Q-PCR. (B-C) The expression of SOCS1 in G-MDSCs from the bone marrow of normal mice (B) and 32D clone 3 cells (C) was analyzed by Q-PCR after incubation with IFNα for 24 h. (D) The expression of SOCS1 in 32D clone 3 cells stimulated with IFNα was analyzed by Q-PCR after IFNAR interference. (E) 32D clone 3 cells were transfected with siRNA targeting SOCS1 or control for 36 h, and the interference efficiency was tested by Q-PCR. Results are mean ± SD. Unpaired t test was used to determine significance (*p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001).

How the deposited data were processed for this re-analysis (not part of the article)

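RNA from blood G-MDSCs of normal mice and of mice bearing B16F10 tumors for 2 or 3 weeks was sequenced as 1 library per condition. The authors aligned the reads with HISAT2 2.1.0 to GRCm38 with an index from Bowtie2 2.2.3, and the deposited values are FPKM per Ensembl gene. The paper's differential expression used DEGseq at a false discovery rate of under 5%. Aligned reads, read counts and the paper's own lists of changed genes were not used here. The 3 libraries were assigned to their conditions by the sample descriptions and column names. The name of the normal library carries the number 1 in its sample title and 2 in its values, and it is the only normal library.

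Genes were named, placed and given the summed length of their exons through GENCODE M21. The name of 90 of the 26655 genes was not found, and 3277 genes had a value of 0 in all libraries. Reads per gene were recovered as FPKM times exon length times a library total, where the total was chosen so that the products are whole numbers. The recovered reads of all genes sum to 105.8%, 105.9% and 105.8% of these totals in normal mice, at 2Ws and at 3Ws. The genes S100a8 and S100a9 take 10.5%, 12.1% and 16.2% of the FPKM sum, and the 10 genes with most reads take 7.03%, 6.94% and 8.17% of the reads. The depth limits intervals and the least detectable difference of genes with few reads. For ratios, 0 reads were taken as 3 in a library, which leaves out the counting error of the other library.

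The comparisons were 2Ws against normal mice, 3Ws against normal mice and 3Ws against 2Ws. The comparisons with normal mice share 1 library, so their results are not independent of each other. For each, the log2 ratio of FPKM plus 1 was formed, and genes with at least 1 FPKM in 1 of the 2 libraries were counted where the ratio was at least 2-fold, the fold that the paper states for its Gene Ontology analysis. Lists covered, among others, ISGs, negative regulators of IFN-I signaling, genes linked to MDSC immunosuppression, PI3K-Akt/mTOR core and upstream genes, neutrophil granule, maturity and identity genes, cell cycle, NF-kB and Toll-like receptor, apoptosis, immediate early, ER stress, glycolysis, MHC class II and housekeeping genes, and markers of B cells, T cells, NK cells, monocytes and macrophages, dendritic cells, eosinophils, basophils and mast cells, platelets, erythroid cells, melanoma cells and hematopoietic progenitors. A list of the genes that the paper names was also kept, and its direction is not independent evidence because the paper chose genes from these libraries. The ISG list also holds the ISGs of the paper's heatmap, so the same limit bears on part of it. The interval of a list's median was taken from binomial order statistics at 95%, and random lists were matched in 20 bins of mean expression. With few measured genes, as for T cell, NK cell and erythroid markers at 3Ws, the interval runs from the lowest to the highest gene. For the T cell markers at 3Ws this range falls short of 95%. Named genes were taken from the genes that the paper names, the 12 highest and 12 lowest ratios of each comparison among genes with at least 5 FPKM in 1 library, and per list the 2 members with the highest mean and the 2 with the largest difference at 3Ws. Genes named outside this rule were chosen after their values were seen: further list members given as examples, Pik3ip1, Y-linked genes, and genes of peritoneal and other macrophages that were not on a list.

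Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The steps were tested on simulated libraries with the depths of the real ones, in which 200 genes were changed by 2.3-fold or 4.6-fold. Counting error was the only variation simulated. Of the 4.6-fold changes, 96% to 100% passed the 2-fold rule, and of the 2.3-fold changes 48% to 58%, and the direction was right for 98% to 100%. Among unchanged genes, 100, 108 and 110 passed the rule in the 3 comparisons. The intervals were tested apart from these libraries, on pairs of read numbers drawn at a single level and a single ratio. They covered that ratio in 96.35% of the pairs. Coverage for genes with few reads was not measured.

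Alternatives were pseudocounts of 0.1 and 0.5, centring on the median of genes with at least 1 FPKM in both libraries, values relative to Actb, leaving out hemoglobin, immunoglobulin and mitochondrial genes, no filter or a filter at 5 FPKM, 1.5-fold and 4-fold rules, an exact binomial test on recovered reads, random lists not matched on expression, and lists without shared members. Added after the data were seen were protein-coding genes with at least 50 reads and leaving out chromosomes X and Y. No model between conditions was fitted, because each condition has 1 library. Q-PCR, western blot, flow cytometry and ELISA data of the paper were not analysed here.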

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

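All tests of explanations in this part were chosen after the results were seen. The results below concern genes and groups whose RNA-seq values the paper does not report, and each value is above that of the normal library, although the intervals over genes include 0 for eosinophil markers at 2Ws and for mature neutrophil genes, NK cell markers and erythroid markers at 3Ws; the paper does mention iNOS, the product of Nos2, as an immunosuppressive molecule of MDSCs. At 2Ws, the median log2 ratio was 0.38 for B cell markers, 0.44 for T cell markers, 0.36 for eosinophil markers and 0.36 for platelet markers. At 3Ws, it was 0.22 for genes of mature neutrophils, 0.27 for glycolysis genes, 0.49 for NK cell markers and 1.96 for erythroid markers. The log2 ratio at 3Ws was 4.26 for Lipg, 3.89 for Prok2, 3.51 for Prnp, 3.46 for Nos2, 3.29 for Ggt1 and 3.07 for Stfa2. Xist had 24.7 FPKM at 2Ws.

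Xist was present at 2Ws, while the 4 Y-linked genes measured had 5003 reads in normal mice, 0 at 2Ws and 5349 at 3Ws. A candidate explanation is that the 2Ws library came from female mice and the others from male mice, and the 24.7 FPKM of Xist at 2Ws and the Y-linked reads in the other libraries are the values this needs. Pooling mice of both sexes at 2Ws is argued against by 0 Y-linked reads, which allow up to 0.0628% of the normal library's level. The paper's methods name female mice, and a mislabelled library was not tested and stays open. At 3Ws, Arg1 was highest and Irf4 and Socs1 were lowest, the directions that the paper reports by Q-PCR. Tgfb1 was also lowest at 3Ws, where the paper reports TGF-β as higher. Ifnar1 was near the normal level, where the paper reports it as lower. These genes do not settle the labels. The comparisons of 2Ws with the others differ in the sex of the mice as well as in tumor time, as far as Xist and the Y-linked genes show it.

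Markers of B cells, monocytes and platelets were lower at 3Ws. A cleaner sort with more neutrophils, which would lower markers of every other cell type alike, is argued against as the only cause by the median of 0.49 (95% interval −0.62 to 0.88) over 7 of 16 NK cell markers, 2 of them with a lower value but none by 2-fold, and of 1.96 (−0.15 to 2.18) over 6 erythroid markers, as both intervals lie above that of the B cell markers (−2.06 to −1.41), but the NK cell markers have few reads and the erythroid median rests on 4 hemoglobin genes. Fewer reads at 3Ws are argued against by a depth of 98.6% of the normal library. Fewer cells of the peritoneal cavity stay open. The 12 genes of large peritoneal macrophages, 3 of them also on other lists, were picked after their values were seen. That choice can give a low median. The genes reached 1 FPKM in normal mice and had a median of −1.46 (95% interval −2.05 to −1.13) at 3Ws. Among them were Prg4 with 194 and 71.2 FPKM and Alox15 with 183 and 53.8 FPKM. The paper's sort on Ly6G should deplete cells that lack Ly6G, yet these genes were measured in the normal library. Dendritic cell, eosinophil, and basophil and mast cell medians of −0.80, −1.15 and −0.94 go with a cleaner sort, which stays open beside a rise of NK or red cells, as do, untested, a change of blood cell composition with tumor time and the difference of single libraries.

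ISGs were lower in both tumor libraries; fewer B cells at 2Ws are argued against by the B cell marker median of 0.38 (95% interval 0.30 to 0.49), and sex of the mice at 3Ws by the ISG median of −0.86 between libraries that both hold Y-linked reads. Fewer monocytes and macrophages at 3Ws are not argued against by the medians. The ISG median lay 0.43 above that of the monocyte and macrophage markers (bootstrap interval 0.08 to 0.95), and 19 of 27 markers lay at or below the ISG median. The share of ISG reads that came from those cells was not measured. The medians therefore cannot show whether a loss of those cells would be enough. The paper's sort on Ly6G, at a high stated purity, should deplete cells that lack Ly6G. Macrophage genes were still measured in the normal library, such as C1qa at 150 FPKM and Apoe at 266 FPKM. At 2Ws the ISG median lay below that of the markers (difference −0.23, interval −0.43 to −0.07), and because 7 of 27 markers lay at or below it, fewer monocytes and macrophages and a lower ISG level within G-MDSCs cannot be told apart. The limit on the number of markers was added after this difference was seen, and by the difference alone, the limit first written, this explanation would have been argued against. Lower IFN-I signaling with tumor time, as the paper states, and the sex of the mice at 2Ws stay open. So does, untested, the difference of single libraries, as both comparisons with normal mice share 1 normal library.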

How the results depend on the processing

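Depth limits genes with few reads, and no paired analysis was possible because each condition has 1 library. The median of the ISGs stayed below 0 in all 3 comparisons under every alternative tried. Of 767 comparisons of a gene list with an alternative, 727 stayed within the interval of the median, 33 moved out of it and 7, of medians in the outer 5% of random lists, changed sign; of 1640 for named genes, 1177 stayed within the interval and 463 moved. Counting all list medians, also those near 0 or not in the outer 5%, 40 changed sign: 11 by centring, 8 relative to Actb, 6 without hemoglobin, immunoglobulin and mitochondrial genes, 7 without a filter, 2 with at least 5 FPKM and 6 without members of other lists. The ratio of counts scaled to the library total alone was not run, because it was conditional on deposited counts. Having no filter moves no count of 2-fold genes by construction, since a gene under 1 FPKM in both libraries cannot reach 2-fold with a pseudocount of 1. Protein-coding genes with at least 50 reads and leaving out chromosomes X and Y were chosen after the data were seen, and the latter gave 141 higher and 131 lower genes at 2Ws, 283 and 863 at 3Ws, and 214 and 806 for 3Ws against 2Ws.

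Counts below give higher and lower genes; those of the stricter or looser fold, filter and test follow from fewer or more genes passing, and for the others the cause was not tested. With a pseudocount of 0.1, there were 275 and 263 genes at 2Ws, 459 and 1943 at 3Ws, and 357 and 1763 for 3Ws against 2Ws. With 0.5, 1371 were lower at 3Ws and 1249 for 3Ws against 2Ws. Centring left 553 lower at 3Ws. With at least 5 FPKM, there were 40 and 45, 180 and 499, and 137 and 431. Protein-coding genes with at least 50 reads gave 10 and 37 at 2Ws, 132 higher at 3Ws, and 108 and 538 for 3Ws against 2Ws. The 1.5-fold rule gave 396 and 374, 714 and 2622, and 565 and 2307, and the 4-fold rule 12 and 15, 39 and 66, and 28 and 92. The exact binomial test on reads gave 38 and 50 at 2Ws, 182 higher at 3Ws and 143 higher for 3Ws against 2Ws.

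Relative to Actb, the ISG median at 2Ws was −0.46, with 8 ISGs lower. Centred, it was −0.074 for 3Ws against 2Ws, with 6 lower. Of PI3K core genes, a pseudocount of 0.1 gave 1 higher and 3 lower at 3Ws and 1 higher and 3 lower for 3Ws against 2Ws, a pseudocount of 0.5 gave 1 lower at 3Ws, and centring and at least 5 FPKM gave 0 lower for 3Ws against 2Ws. Of PI3K upstream genes, a pseudocount of 0.1 gave 1 higher at 2Ws, 18 lower at 3Ws and 16 lower for 3Ws against 2Ws. Without members of other lists, 1 was higher and 6 lower at 3Ws, and 0 higher and 4 lower for 3Ws against 2Ws. Centring gave 4 higher for 3Ws against 2Ws. The cause was not tested. Medians in the outer 5% of random lists that changed sign were those of MDSC immunosuppression genes at 3Ws without a filter (−0.018), of NF-kB genes for 3Ws against 2Ws without hemoglobin, immunoglobulin and mitochondrial genes (−0.024) and without a filter (−0.033), and of erythroid markers at 2Ws (0.060 and 0) and for 3Ws against 2Ws (−0.21 and −0.00066) under the same settings. For the erythroid markers, leaving out the hemoglobin genes removes members that differ most; for the others the cause was not tested.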

Differences from the paper's values

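The paper used DEGseq at a false discovery rate of under 5% and states a fold above 2 for its Gene Ontology analysis alone, so its thresholds differ from the 2-fold rule used here, which has no test. The paper's bars show about 7 genes changed at 2Ws, all lower (Fig. 3A, read by eye), against 282 changed and 137 lower here. At 3Ws they show about 67 genes changed, about 56 of them higher and about 11 lower (Fig. 3A, read by eye), against 1165 changed, 289 higher and 876 lower here. At an adjusted p under 0.05 with no fold, the exact binomial test on recovered reads gives 2664 genes at 2Ws and 6364 at 3Ws, 1585 of them higher and 4779 lower. Of the alternatives set before the data were examined, the 4-fold rule gives 39 higher genes at 3Ws, within 1.5 times the paper's value. No other alternative comes within that range for the higher genes at 3Ws, and none does for the lower or all changed genes at 3Ws or for either count at 2Ws.

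In Fig. 3A, more genes are higher than lower at 3Ws, whereas here more are lower, including after centring, with 416 higher and 553 lower. In the heatmap of Fig. 4A, Ifit1 and Ifit2 are lowest at 2Ws, whereas here both are lowest at 3Ws, Ifit1 with 136, 49.3 and 37.4 FPKM in normal mice, at 2Ws and at 3Ws and Ifit2 with 69.4, 15.2 and 8.17 FPKM; both are below normal mice at 2Ws and 3Ws in the heatmap and here. Fam129c and Ear1 are highest at 2Ws in the heatmap and here. By Q-PCR (Fig. 4C), Ifit1 and Rsad2 are near the control at 2Ws, whereas here they were 2.76-fold and 2.09-fold lower. IFNAR1 and IFNAR2 mRNA are lower at 3Ws by Q-PCR (Fig. 4F, G); here Ifnar1 was 0.979-fold and Ifnar2 0.835-fold the normal level. The paper describes TGF-β as higher at 3Ws (Fig. 1), whereas Tgfb1 had 39.3, 38.1 and 21.4 FPKM in the 3 libraries. Arg1 is higher at 3Ws in the paper and had 9.12, 3.47 and 13.2 FPKM here, lower at 2Ws. Irf4 is lower at 3Ws in the paper and had 6.83, 7.44 and 1.34 FPKM here. Cell surface CXCR2 is lower by flow cytometry, whereas Cxcr2 had 1027, 1031 and 1539.7 FPKM, and Cd101, also lower by flow cytometry, had 198, 186 and 117 FPKM. Socs1, lower with tumor time in the paper, had 4.68, 3.47 and 2.26 FPKM. The enrichment of the PI3K-Akt pathway is not matched by the core list, of which no gene was 2-fold different at 3Ws; of the upstream list, 3 genes were higher and 10 lower.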

Other observations

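Some neutrophil genes of different stages differed between the libraries, but at 3Ws the intervals of the medians of the 3 stage lists include 0. Genes of mature neutrophils had a median log2 ratio of 0.22 (interval −0.09 to 0.58) at 3Ws, and 0.31 relative to Actb. Of these, 3 of 30 were higher, no more than the upper limit of random lists. They were Il1r2, and Gm5483 and Stfa2l1 of the stefin A family, whose near-identical copies may share reads. Primary granule genes, which are made by early precursors, had a median of −0.66 (interval −1.02 to 0.35). The list's 2 lower genes, no more than the upper limit of random lists, were Elane and the ER chaperone gene Hsp90b1. Neither was lower by 2-fold after centring. Secondary and tertiary granule genes had −0.02 (interval −0.67 to 0.39), which centring turned to 0.17. Among them, Olfm4, Mmp8 and Lcn2 were higher, and Camp, Fcnb, Ltbp1, Lyz2, Ltf and Cybb lower. The 3 higher genes were no more than the upper limit of random lists, and the 6 lower genes were above their limit of 4. Camp, an antimicrobial peptide gene, had 743, 325 and 222 FPKM in normal mice, at 2Ws and at 3Ws, and Ltf, the lactoferrin gene, 626, 314 and 249.9 FPKM. Cell cycle genes had −0.47 at 2Ws and −0.71 at 3Ws, with Top2a at 3.53, 2.11 and 1.34 FPKM, while Mki67 had 10.7, 10.3 and 10.7 FPKM. The alarmin genes S100a8 and S100a9 had log2 ratios of 0.79 and 0.60 at 3Ws, and Ly6g, which encodes a neutrophil antigen bound by Gr1 antibodies, had 125, 114 and 190.2 FPKM. Glycolysis genes had 0.27 at 3Ws; the glucose transporter gene Slc2a1 had 29.0, 23.4 and 62.6 FPKM, and Hk2 21.5, 16.5 and 10.6 FPKM. Markers of monocytes, B cells and platelets were lower in the same 3Ws library.

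Genes linked to MDSC immunosuppression had a median of 0.06 at 3Ws, with Nos2, Wfdc17 and Il4ra higher and Tgfb2, Irf4, Irf8, Cybb and Cd274 lower, 4 of the list after centring. Cd274, which encodes PD-L1, had 61.0, 47.3 and 27.8 FPKM. NF-kB and Toll-like receptor genes had 0.02, which turned to −0.01 without hemoglobin, immunoglobulin and mitochondrial genes; Cxcl2, a neutrophil-attracting chemokine gene, had 2.90, 5.73 and 24.3 FPKM, and Tlr1 and Cd14 were also higher, while Ccl3, Tlr9 and Cd40 were lower. Apoptosis genes had −0.13, and 0.05 after centring, with the survival gene Bcl2l1 at 6.43, 6.01 and 19.5 FPKM and the death effector gene Bax at 6.19, 5.06 and 2.12 FPKM. Negative regulators of IFN-I signaling had −0.09, and 0.09 after centring; Socs3, a feedback inhibitor of cytokine receptors, was 2.04-fold higher (under 2-fold without hemoglobin, immunoglobulin and mitochondrial genes), and Usp18 was lower. Immediate early genes had −0.20, with Atf3, Klf4 and Myc lower and Ier3 higher, and ER stress genes −0.38, with Pdia4, Pdia6, Hyou1 and Sdf2l1 lower, 2 of the list after centring. Housekeeping genes had −0.09, and 0.10 after centring, with Ppia and Rplp0 lower, neither by 2-fold after centring. Progenitor markers had −0.51, with Kit higher and Ly6a and Lmo2 lower. For each list named so far in this paragraph, the numbers of higher and lower genes at 3Ws were no more than the upper limits of random lists. The genes that the paper names had −0.76. Too few melanoma markers were measured for a median; Mitf had 3.89, 3.96 and 2.52 FPKM and Pmel 1.33, 1.53 and 2.66 FPKM. Pik3ip1, a negative regulator of PI3K chosen after its values were seen, had 3.39, 4.55 and 20.9 FPKM.

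Genes of macrophages picked after their values were seen also differed. Among the 12 genes of large peritoneal macrophages, the median at 2Ws was 0.17, and 10 of 12 were lower at 3Ws, with Gata6, their transcription factor, at 2.73, 2.55 and 0.532 FPKM. Of 6 abundant macrophage genes, 0 were lower by 2-fold at 2Ws and 6 at 3Ws, with Apoe at 266, 282 and 96.0 FPKM. A further 7 macrophage genes, taken from the lowest at 2Ws, had medians of −1.38 at 2Ws, which follows from that choice, and −1.64 at 3Ws. The choice also bears on the value at 3Ws, because both comparisons share the normal library. Gm23935, a short RNA gene, had 4657, 941 and 910.3 FPKM.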
